# *duper* is a null mutation of Cryptochrome 1 in Syrian hamsters

**DOI:** 10.1073/pnas.2123560119

**Published:** 2022-04-26

**Authors:** Yin Yeng Lee, Sibel Cal-Kayitmazbatir, Lauren J. Francey, Michael Seifu Bahiru, Katharina E. Hayer, Gang Wu, Molly J. Zeller, Robyn Roberts, James Speers, Justin Koshalek, Mark E. Berres, Eric L. Bittman, John B. Hogenesch

**Keywords:** fast homozygosity mappings, Cry1-null, short circadian period length, Syrian hamster genome

## Abstract

The *duper* mutation is a recessive mutation that shortens the period length of the circadian rhythm in Syrian hamsters. These animals show a large phase shift when responding to light pulses. Limited genetic resources for the Syrian hamster (*Mesocricetus auratus*) presented a major obstacle to cloning *duper*. This caused the *duper* mutation to remain unknown for over a decade. In this study, we did a de novo genome assembly of Syrian hamsters with long-read sequencing data from two different platforms, Pacific Biosciences and Oxford Nanopore Technologies. Using two distinct ecotypes and a fast homozygosity mapping strategy, we identified *duper* as an early nonsense allele of Cryptochrome 1 (*Cry1*) leading to a short, unstable protein. CRY1 is known as a highly conserved component of the repressive limb of the core circadian clock. The genome assembly and other genomic datasets generated in this study will facilitate the use of the Syrian hamster in biomedical research.

## Significance

We successfully identified the *duper* allele as a null mutation of Cryptochrome 1 in Syrian hamsters. Here, we have shown the use of fast homozygosity mapping as an effective approach to identify causal mutations in mammals, despite lacking chromosomal genome information. In the course of this work, we improved the draft Syrian hamster genome and generated datasets necessary to exploit Syrian hamsters as a modern genetic research model. The unique physiological features of Syrian hamsters make them a desirable model to investigate human diseases, including circadian disorders, cancer, heart function, metabolism, and infectious diseases (e.g., severe acute respiratory syndrome coronavirus 2).

Biological clocks coordinate the timing of biochemical, physiological, and behavioral processes. In mammals, the circadian clock is regulated by a transcriptional-translational negative feedback loop (TTFL) (1). This TTFL drives circadian oscillations of many other clock-regulated genes and results in a gene network that oscillates with a 24-h cycle. Disruption of circadian rhythms is associated with many diseases, including metabolic syndrome, susceptibility to infections, and cancers (2).

*tau* was one of the first mammalian period length mutants identified (3). This allele shortens the free running period of locomotor activity under constant dark conditions (τ) to ∼22 h in heterozygote and 20 h in homozygote (“supershort”) animals. *tau* was identified as a gain of function mutation in a key clock protein kinase, casein kinase 1 epsilon (CKIε), which results in hyperphosphorylation and accelerated degradation of the PER2 protein (4–6). As a consequence, the repressive phase of the TTFL is abbreviated, shortening the period length of locomotor activity.

In prior work, a spontaneous mutation (*duper*) was identified on the homozygous *tau* background (7). These animals had a τ of approximately 18 h and a greatly expanded range of entrainment. To isolate *duper* from the *tau* locus, these animals were backcrossed to the Lakeview (LVG) ecotype. The free running period of locomotor activity rhythms for homozygous *duper* animals was 22.8 h. *duper* heterozygotes had a normal τ, suggesting *duper* is a recessive mutation (7). In contrast to *tau* mutants, *duper* hamsters maintain a high amplitude phase response curve (8, 9).

The limited genetic resources available for *Mesocricetus auratus* (Syrian or Golden hamsters) presented a major obstacle to cloning *duper*. This caused the *duper* mutation to remain unknown for over a decade. In 2000, the *tau* mutation was identified using genetically directed representational difference analysis (GDRDA) (4, 10). GDRDA identifies the polymorphic DNA markers that are tightly linked to a monogenic trait through comparison of “tester” and “driver” pools. GDRDA is a powerful method because it does not need prior knowledge of the chromosomal location of that trait or the availability of genetic maps for the organism. However, GDRDA is a complex and arduous task, especially for a recessive mutation (11).

Fast homozygosity mapping (FHM), a mapping-by-sequencing approach, has been widely applied to screen for recessive mutations (including complex traits) in zebrafish and plants using whole-genome sequencing (12–14). To apply FHM, individuals with the mutation are first crossed to an individual with a distant genetic background. The principle behind FHM is that a fraction of the genome of offspring with the phenotype would be expected to be homozygous, and linked to the phenotypic parental genetic background. Pooling DNA from a large cohort of phenotypic offspring will help to further segregate the mutations and localize the causal variants.

A good genome assembly for the species is needed for the FHM approach. Efforts to build a reference genome for the Syrian hamster started recently (15, 16) because this species is an excellent model to study many types of cancers, viruses, and heart disease. The contiguity of the genome assembly is important to map the allele using FHM. We used Pacific Biosciences (PacBio) and Oxford Nanopore Technologies (ONT) long-read sequencing to reassemble the Syrian hamster genome and improve its contiguity. Using the newly assembled reference genome, we successfully applied FHM to identify a ∼10.6 Mbp genomic region linked to *duper*. Further analysis revealed that *duper* is a Cryptochrome 1 (CRY1) null mutation of Syrian hamsters, caused by a frameshift deletion in exon 4 that leads to an early stop codon. CRY1 is known as a highly conserved component of the core circadian clock (17). Our study identified *duper* as a CRY1-null Syrian hamster. Tools and datasets generated through the course of this work will help to facilitate the use of this species as a modern genetic animal model to study circadian, metabolic, infectious, and cardiovascular diseases.

## Results

### *duper* Allele Isolation and Characterization.

*duper* arose on the homozygous *tau* background. A female *duper* hamster (LVG ecotype) was crossed with a wild-type male hamster (Bio14.6 ecotype) to move the *duper* allele to a different genetic background (Fig. 1*A*). The paternal line arose as a spontaneous mutation and was maintained for over 50 y by BioBreeders (Fitchburg, MA) as a separate lineage for studies of cardiomyopathy and muscular dystrophy resulting from deletion of d-sarcoglycan (18). Similar to previous observations (7), the *duper* phenotype transmitted as a recessive mutation in this cross. The τ of the F1 heterozygotes was ∼24 h, similar to the period of wild-type hamsters (Fig. 1*B*). We inbred the F1 heterozygotes and generated F2 animals (*n* = 197). F2 hamsters were phenotypically separated using the period length of their free-running locomotor activity. In total, 47(23.9%) hamsters showed the short τ (*duper*) phenotype, with a mean period of 22.73 ± 0.1 h (mean ± SEM). The remaining F2 hamsters had a mean period of 24.04 ± 0.01 h.

**Fig. 1.**
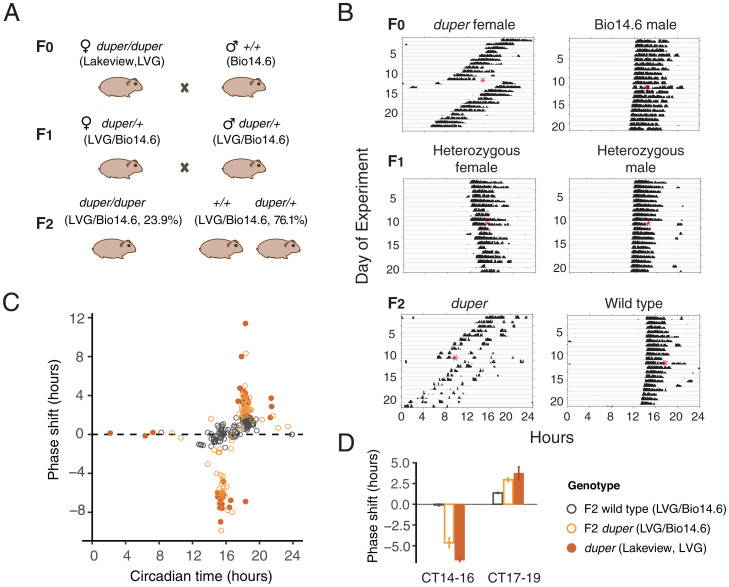
Isolation and characterization of *duper* allele in Syrian hamsters. (*A*) Mating scheme for fast homozygosity mappings. (*B*) Actograms of *duper* and wild type hamsters. Red asterisks indicate when a 15′ light pulse was given. (*C*) Phase response curve established the response to 15′ light pulses. F2 wild-type (LVG/Bio14.6), F2 *duper* (LVG/Bio14.6), and *duper* (LVG) are shown as gray open circles, orange open circles, and filled orange points, respectively. (*D*) Bar graph show phase delays and advances in response to 15′ light pulse presented at CT14-16 and CT17-19, respectively (mean ± SEM).

To map the phase response of the F2 hamsters, animals maintained in DD were exposed to a 15-min (15′) light pulse in the early or late subjective night. Hamsters with the *duper* mutation showed a mean phase delay of 4.64 ± 0.57 h when given a light pulse at CT15.29 ± 0.08 h. When these hamsters were given a 15′ light pulse at CT18.27 ± 0.06 h, they showed a mean phase advance of 2.95 ± 0.24 h. In contrast, wild-type F2 hamsters given light pulses at CT15.17 ± 0.08 h showed a phase delay of 0.08 ± 0.10 h. Light pulses at CT18.36 ± 0.05 h elicited advances of 1.36 ± 0.07 h (Fig. 1 *C* and *D*). Thus, responses of the F2 *duper* hamsters to 15′ light pulses were comparable to those of the F0 *duper* hamsters of the LVG background. The *duper* phenotype transmits without apparent modification on the Bio14.6 background.

### Reassembly of the Syrian Hamster Reference Genome.

FHM identifies genetic regions that are homozygous and conserved in the F2 offspring that match to the phenotypic parental genetic background. The contiguity of the assembly is important to successfully map the region, because longer scaffolds of the reference genome allow us to identify genomic regions linked to the phenotype with higher confidence. The first reference genome of the Syrian hamster (MesAur1.0) was published in 2013 using short sequencing reads. This genome assembly has 21,483 scaffolds and 237,699 contigs, with N50 of 12,753,307 and 22,512, respectively. This assembly is fragmented, with many gaps and missing information at the low complexity region. To improve the structure of the reference genome, we used PacBio (Sequel System) and ONT (GridION) to generate long-reads and then reassembled the reference genome of the Syrian hamster (Table 1). Our reference genome greatly reduced the total contigs and scaffolds to 3,056, with a N50 of 26,783,296. Benchmarking Universal Single-Copy Orthologs (BUSCO) assessments with the 9,226 mammalian markers (19), the estimated completeness of this assembly was 88.2%.

**Table 1.** Statistics of the de novo genome assembly

Parameters	Measurements
Contigs and scaffolds	3,056
Total length (bp)	2,500,764,195
N50/N90 (bp)	26,783,296/2,215,234
GC%	41.8%
BUSCO	88.2%

### Fast Homozygosity Mapping Identifies the *duper* Allele in Syrian Hamsters.

Genomic DNA was isolated from a *duper* (LVG) animal, a wild-type (Bio14.6) animal, and a pool of 45 phenotypically selected F2 homozygous *duper* mutants (LVG/Bio14.6). Whole-genome sequencing was performed using paired-end Illumina sequencing. Read alignment and variant calling were done following GATK best practices (20). Variants with at least 5× total coverage were used for further analysis.

FHM used unique homozygous single nucleotide polymorphisms (SNPs) from either parent as markers to identify genomic regions in the F2 phenotypic offspring that linked to the parental genetic background. We identified 215,699 and 801,403 unique homozygous SNPs in wild type (Bio14.6) and *duper* (LVG), respectively (Table 2). The newly assembled reference genome was generated from a Syrian hamster from the LVG ecotype. Its genetic distance is nearer to the *duper* (LVG) background in comparison to wild type (Bio14.6). Therefore, the number of SNPs called in wild type (Bio14.6) is 3-fold more than *duper*. The curated markers have a higher density of Bio14.6 SNPs such that it will dominate the homozygosity score calculation.

**Table 2.** Number of unique homozygous SNPs in the two Syrian hamster ecotypes

Ecotypes	No. of unique homozygous SNPs
Lakeview (F0 *duper/duper*)	215,699
Bio14.6 (F0 +/+)	801,403

We modified the scoring approach to reduce the impact of imbalanced SNPs from the parental background. Instead, we scanned through all SNPs (both homozygous and heterozygous) from F2 *duper* pools with coverage larger or equal to 5 (*n* = 1,232,905) and assigned different weights to these SNPs. Detailed scoring criteria is described in the *Material and Methods*. We calculated the average homozygosity score in a rolling 100 SNPs window. Regions with homozygosity score >0.9 and <0.1 suggested the region is highly conserved in the F2 *duper* pools and were linked to LVG and Bio14.6, respectively (Fig. 2*A*).

**Fig. 2.**
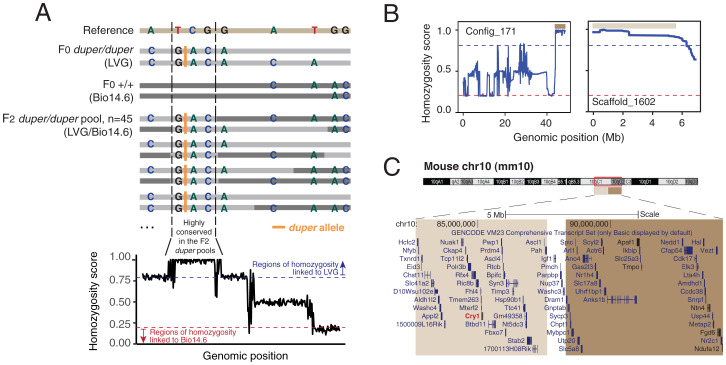
Identification of genomic regions linked to *duper*. (*A*) Schematic diagram representing the principle underlying homozygosity mapping. (*B*) Fast homozygosity mapping identified two regions that have high homozygosity scores and was linked to the *duper* LVG ecotype (brown and light brown). (*C*) Both LVG-linked homozygous regions mapped to 10qC1-C2 in the mouse genome (mm10). *Cry1* (red) is the only known clock gene of the TTFL loop found in this region.

Using this approach, we identified two highly conserved homozygous regions (∼4.8 and 5.8 Mbp, respectively) in the F2 *duper* pools inherited from the LVG background (Fig. 2*B*). The Syrian hamster reference genome still lacks chromosomal-level information. For that reason, we used the Basic Local Alignment Search Tool (BLAST) to map these two regions to the mouse genome. Interestingly, both regions mapped near each other on mouse chromosome 10 (build mm10) at 10qC1-C2 (Fig. 2*C*). Given these findings, we reasoned that the *duper* locus resides in this ∼10.6 Mbp genomic region.

We restricted our search for candidates to unique *duper* variants (both SNPs and INDELs). These candidates represent variants found in F0 and F2 *duper* but not in our mapping ecotype, Bio14.6. We annotated these variants with SnpEff (21) and filtered out intergenic, intronic, and synonymous variants (Fig. 3*A*). This identified 15 variants to have high- or moderate-putative impact. We manually screened these variants and filtered out those from low confidence genomic regions. After applying these filters, four candidate variants remained (Fig. 3*A*). Among these candidate variants, *Cry1* is the only gene known to encode a core clock protein (1). A 1-bp frameshift deletion in exon 4 of *Cry1* (c.578delC; p.P193fs) was predicted to cause an early stop codon in the CRY1 protein (Fig. 3*B*). In *duper*, the 1-bp deletion was validated using Sanger sequencing. This mutation, associated with the *duper* phenotype, was not found in the wild-type hamsters (Fig. 3*C*).

**Fig. 3.**
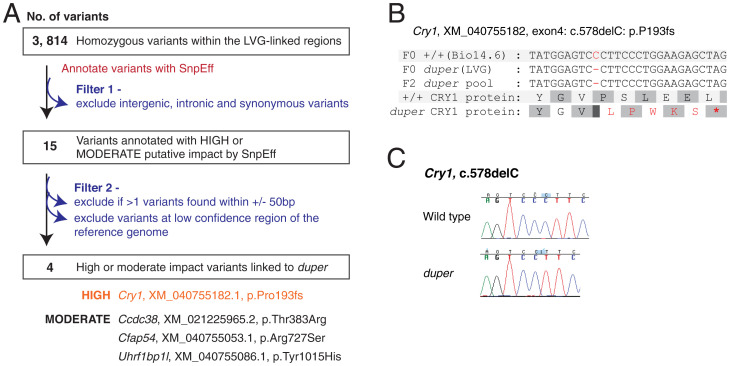
Identification of the *duper* allele. (*A*) Filtering process to identify candidate variants of *duper* alleles. One high-putative impact variant (*Cry1*) and 3 moderate-putative impact variants remained after the filtering process. (*B*) The p.Pro193fs mutation in *Cry1* was predicted to cause an early stop codon in the CRY1 protein in *duper*. (C) Sanger sequencing validation of the 1bp deletion in *duper*.

### CRY1 Protein Is Not Expressed in *duper* Hamsters.

The *duper* allele is predicted to cause an early stop codon in *Cry1* in Syrian hamsters. We performed immunocytochemistry using an antibody directed at the N-terminal region of CRY1 to determine whether protein is expressed in brain regions of Syrian hamsters. We observed a profound reduction of CRY1 staining in *duper* relative to wild-type hamsters at ZT12 in both suprachiasmatic nucleus (SCN) and piriform cortex (Fig. 4*A*). Next, we performed Western blot analysis using an N-terminal CRY1 antibody on whole cell lysates of liver tissues collected at ZT3, ZT7, ZT11, ZT15, ZT19, and ZT23. The predicted truncated protein is 22.5 kDa, while the full size CRY1 is 66.3 kDa. We detected full size CRY1 proteins in wild-type animals, but detected neither the full size nor the truncated CRY1 protein in *duper* animals (Fig. 4*B*). Taken together, these data suggest that *duper* is indeed a CRY1-null in hamsters.

**Fig. 4.**
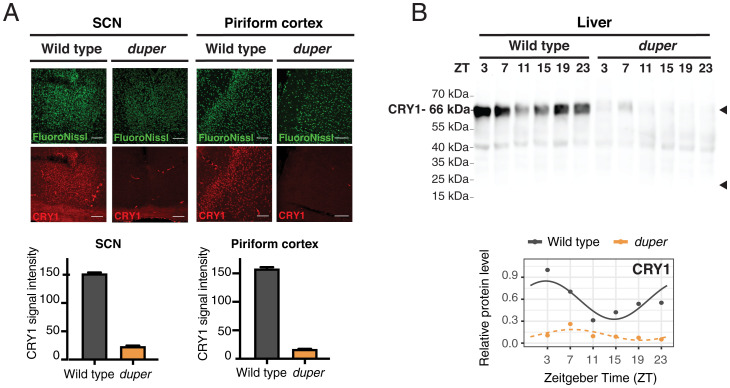
Validation of CRY1-null in the *duper* hamsters. (*A*) Representative immunocytochemistry images of *duper* and wild-type hamster brain sections from ZT12 containing SCN and piriform cortex. (Scale bar: 100 μm.) Bar plot indicates the quantifications of CRY1 signal intensity in SCN and piriform cortex, respectively. (*B*) Western blotting was performed on total protein extracts with N-terminal CRY1 antibody in wild-type and *duper* hamsters from liver tissues collected at ZT3, ZT7, ZT11, ZT15, ZT19, and ZT23. Normalized levels of the full size CRY1 protein (66.3 kDa) are shown in the plot. Significance of the rhythmicity test was performed using CircaCompare and represented with solid dark gray line (*P* = 0.075) and dotted orange line (*P* = 0.148).

Commercially available hamster-specific antibodies are very limited. In addition to CRY1, we were able to detect three other core clock proteins (PER1, PER3, and CRY2) in hamsters using these antibodies (*SI Appendix*, Fig. S1 and Table S1). While total protein levels do not show a significant difference, we observed an ∼6 h phase advance in PER3 abundance in the liver of *duper* animals (CircaCompare, *P* = 0.004). No significant changes were observed between *duper* and wild type in the time course of expression of PER1 or CRY2 in the liver.

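RNA-seq estimates how much messenger RNA of each gene a tissue holds by sequencing fragments of it and assigning them to transcripts. The tissues were collected at CT15 from 4 *duper* hamsters, all female, and from 4 wild-type hamsters, 2 male and 2 female. For cortex and SCN, the RNA of the 4 hamsters of a genotype was mixed before 1 library was made. For liver, the reads of 4 libraries per genotype were merged, so that each genotype had 1 set of values per tissue, 6 in all, with no replicate within a tissue. The authors assigned the reads to transcripts with Kallisto and deposited estimated counts and TPM, a measure of expression scaled for transcript length and library total, added up per gene, for 31593 genes. The total estimated count was 6788947 in the wild-type cortex, 10391925 in the *duper* cortex, 29936218 in the wild-type SCN and 7248840 in the *duper* SCN. In liver it was 69839214 for wild type and 85748562 for *duper*. For a comparison across tissues, rounded counts were tested with edgeR in a model with tissue and genotype, so the 3 tissues stood in for replicates although they came from the same hamsters. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.58, the thresholds of Fig. S3. Enough counts for this test were present for 18275 genes. Within a tissue the difference had no replicate check, so the log2 ratio of TPM with a pseudocount of 1 was described without a test. Its percentile was taken among the 500 genes nearest in mean expression in the same 2 libraries, and its 95% interval (Clopper-Pearson) covers counting error only and refers to the ratio without the pseudocount. Among expressed genes the median log2 ratio of *duper* over wild type was 0.02 in cortex, 0.02 in SCN and −0.10 in liver.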

We also compared genes expressed in three tissues (cortex, SCN, and liver, RNA sequencing [RNA-seq]) between a pool of four *duper* and four wild-type hamsters collected at single time point (CT15). 

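*Cry1* had 33.3 TPM in the wild-type cortex and 8.56 TPM in the *duper* cortex, from estimated counts of 244 and 88. In the SCN the values were 22.9 TPM in wild type and 8.14 TPM in *duper*, from 831 and 69 counts, and in liver 16.8 TPM and 5.44 TPM, from 1680 and 654 counts. The log2 ratio was −1.84 in cortex (95% interval −2.33 to −1.60), −1.39 in SCN (−1.87 to −1.14) and −1.46 in liver (−1.76 to −1.49). Among the 500 genes of similar expression these ratios stood at percentile 0.8 in cortex, 1 in SCN and 1.2 in liver. Across the 3 tissues the log2 fold change of *Cry1* was −1.69 (standard error 0.17, adjusted p = 0.131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). Adjusted over the list alone, a list of clock genes fixed beforehand of which 23 were tested, *Cry1* passed with an adjusted p = 0.000857 in the same test. Over 14 alternative settings the log2 fold change lay between −1.81 and −1.56 and the adjusted p between 9.79e-13 and 1.00, with *Cry1* called in 6 of them. The likelihood ratio test in place of the quasi-likelihood test gave the lowest of these adjusted p-values.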

As expected, expression levels of *Cry1* were significantly reduced in *duper* animals (*SI Appendix*, Fig. S2). 

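In the liver libraries *Per3* had 18.8 TPM in wild type and 10.8 TPM in *duper*, from estimated counts of 4601 and 3278. Its log2 ratio was −0.75 (95% interval −0.87 to −0.74), and 5.6% of the 500 genes of similar expression had a ratio that was as low or lower. Each genotype had 1 merged liver library, so the spread between hamsters was not measured. The alternative that moved this value most was TMM-normalized CPM in place of TPM, which gave −0.61.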

In accordance with Western blot results, *Per3* expression was reduced in the liver at CT15. However, similar changes were not observed in the SCN and cortex, suggesting the changes of PER3 might be liver specific. 

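In the SCN *Per3* had 29.4 TPM in wild type and 30.6 TPM in *duper*, a log2 ratio of 0.06 (95% interval −0.07 to 0.18) from 2653 and 655 counts. In the cortex it had 33.8 TPM and 33.7 TPM, a log2 ratio of −0.00 (95% interval −0.15 to 0.15) from 612 and 919 counts. Both intervals include 0, so no difference was detectable in these tissues at this depth. Whether the ratio in liver differs from that in SCN and cortex was not tested, and no tissue has a replicate of its own. Across the 3 tissues the log2 fold change of *Per3* was −0.21 (standard error 0.15, adjusted p = 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without the liver libraries it was 0.0047.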

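Of the list of clock genes, *Arntl*, *Clock*, *Npas2*, *Cry2*, *Per1*, *Per2*, *Per3*, *Nr1d1*, *Dbp* and 13 others were tested beside *Cry1*. Of these 22 genes, 0 were called across the 3 tissues, and 2 had an unadjusted p under 0.05. *Bhlhe41* was among these, with a log2 fold change of 0.54 (standard error 0.20, adjusted p = 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). Adjusted over the list alone, 0 of the 22 passed. The log2 fold changes ran from −0.32 for *Dbp* to 0.81 for *Arntl*, and the standard error of *Arntl* was 0.42. None of the 22 was called in any of the alternative settings. These tests look for a change shared by the tissues, so a change in liver alone counts as error and can be missed. The log2 ratio of *Per2* was 0.28 in cortex, 0.64 in SCN and −0.80 in liver, and its log2 fold change across tissues 0.075. The absence of called genes therefore does not exclude changes within a tissue.

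**Figure D1:**
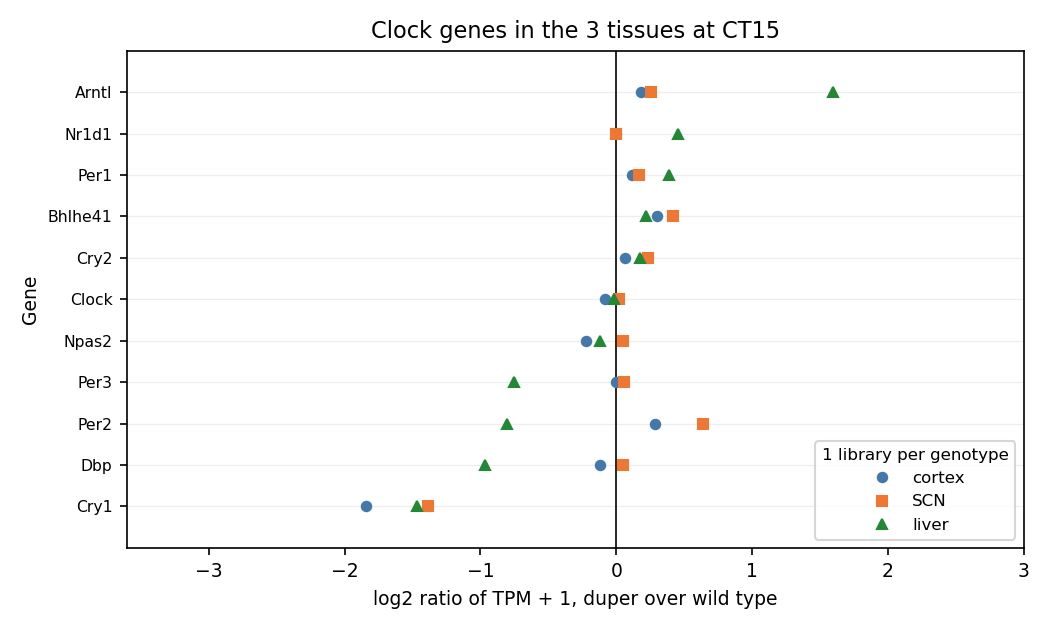
Each point is the log2 ratio of TPM + 1, *duper* over wild type, of 1 of the clock genes named here in cortex, SCN or liver, with 1 library per genotype behind it. *Cry1* lies at −1.84, −1.39 and −1.46, and the liver points of *Arntl* at 1.59 and *Dbp* at −0.97 lie far from their cortex and SCN points.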

No significant changes were observed for other core clock genes at the transcriptional level at CT15.

Additionally, we identified 39 genes differentially expressed in the three tested tissues in *duper* (*SI Appendix*, Fig. S3 and Dataset S1). Several of these genes are not well-characterized in the Syrian hamster genome. 

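Tested across the 3 tissues, 606 of 18275 genes had an unadjusted p under 0.05. That is fewer than the share of 0.05 that would be reached with no change at all. Among all those tested, 1 gene was called. That gene was *Rps27*, with a log2 fold change of −2.66 (standard error 0.16, adjusted p = 0.0258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Another gene in Dataset S1 is named as the same product as *Rps27*, and reads could be shared between them. The 39 genes of Dataset S1 were all in the test and all had an unadjusted p under 0.05. Adjusted over the list alone, all 39 passed, which is not independent evidence, since the list was chosen on these libraries. The median of their adjusted p-values over all genes was 0.528 in the same test. The count moved most with the likelihood ratio test, which called 91 genes, 54 higher and 37 lower in *duper*, 38 of them in Dataset S1. Of the 39 genes, 23 were higher and 16 lower in *duper*. The log2 ratio had the same sign in all 3 tissues for 38 of them, which their choice by a test shared between these tissues favours, so it is not independent evidence either. The exception was *LOC106022335*, named sulfotransferase 2A1, whose 2 counts in the wild-type cortex and 4 in the *duper* cortex do not fix a direction.

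**Figure D2:**
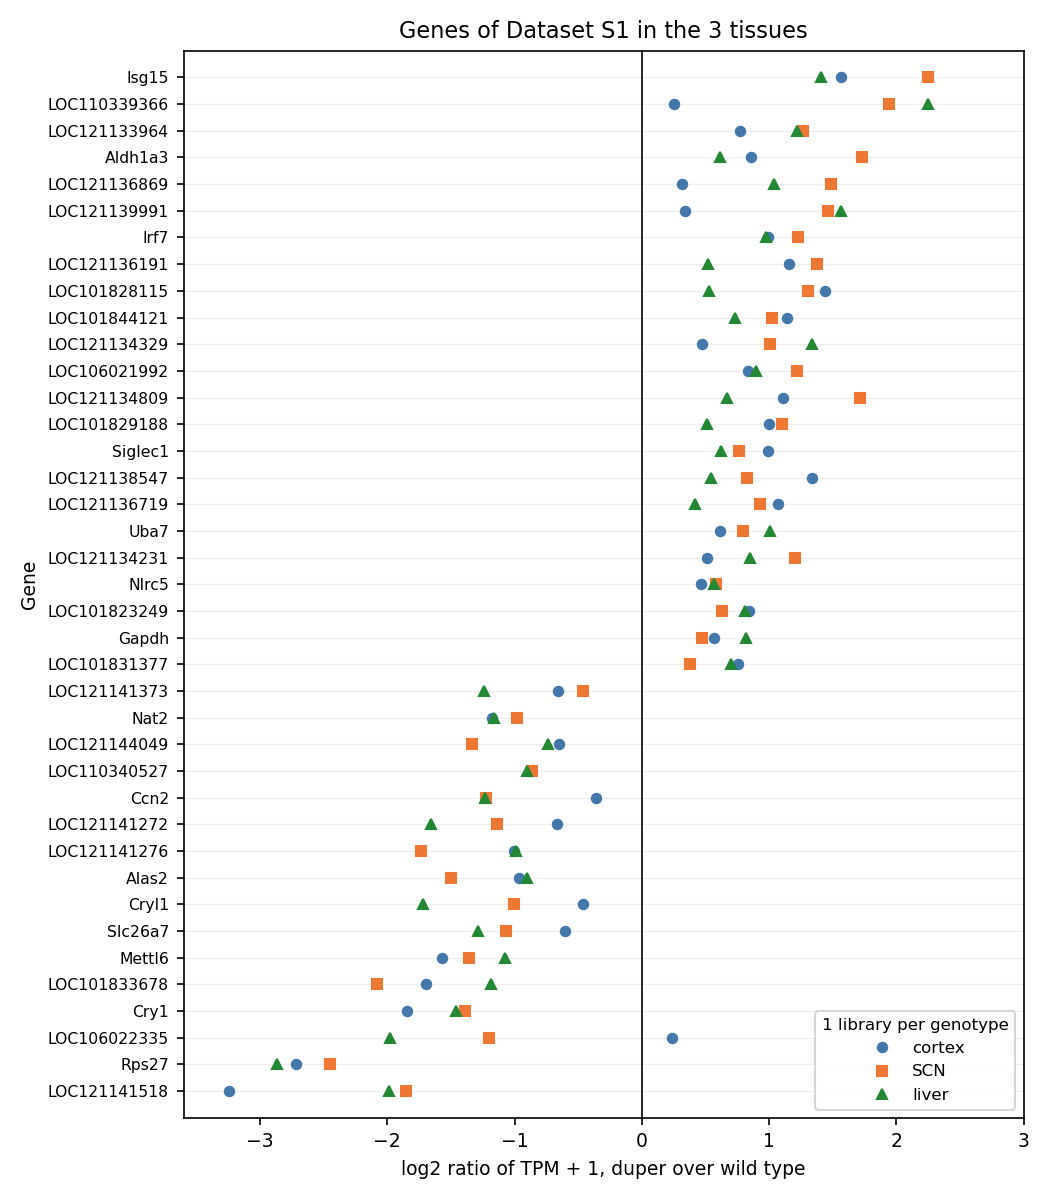
Each point is the log2 ratio of TPM + 1, *duper* over wild type, of 1 of the 39 genes of Dataset S1 in cortex, SCN or liver, with 1 library per genotype. *LOC106022335* has a point on the other side of 0, in cortex at 0.24.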

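Of the genes in Dataset S1, 24 carry a provisional LOC symbol, 16 of them higher and 8 lower in *duper*. Dataset S1 names 4 of these uncharacterized. Among the lower ones were 4 hemoglobin genes, whose median log2 ratio was −0.84 in cortex, −1.53 in SCN and −1.09 in liver. Whether the samples held different amounts of blood was not measured. *LOC121141518*, named coiled-coil domain-containing protein 124, had a log2 fold change of −2.87 (standard error 0.44, adjusted p = 0.390 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the higher ones, the uncharacterized *LOC110339366* rose from 112 to 435 TPM in SCN and from 58.2 to 280.4 TPM in liver, but from 247 to 295 TPM in cortex. Its neighbour *LOC121139991* had log2 ratios of 1.47 in SCN, 1.56 in liver and 0.34 in cortex. Whether *LOC110339366* is *Xist*, a transcript of the inactive X chromosome of females, was not determined, so for both genes the different sexes of the hamsters in each pool are a limit.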

We selected the 15 well-annotated differentially expressed genes for pathway enrichment analysis. Five of these genes, including *Nat2*, *Cryl1*, *Alas2*, *Aldh1a3*, and *Gapdh*, are enriched in metabolic pathways (*P* = 0.09). Two of them, *Irf7* and *Isg15*, are enriched in RIG-I-like receptor signaling pathways (*P* = 0.09). 

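These 15 genes comprised 7 that were higher and 8 that were lower in *duper*. The 8 lower genes were *Rps27*, *Cry1*, *Mettl6*, *Nat2*, *Cryl1*, *Slc26a7*, *Alas2* and *Ccn2*, and the 7 higher genes were *Irf7*, *Siglec1*, *Isg15*, *Uba7*, *Aldh1a3*, *Gapdh* and *Nlrc5*. The median absolute log2 ratio of the 15 was 1.22 in SCN and 1.08 in liver, and 0.98 in cortex over the 14 with a mean of at least 1 TPM there. These sizes are not independent evidence, since the genes were chosen on these libraries for a large change. *Siglec1* had a log2 fold change across tissues of 1.07 (standard error 0.16) and *Nlrc5* of 0.93 (standard error 0.16).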

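Across the 3 tissues *Cryl1* had a log2 fold change of −1.20 (standard error 0.21, adjusted p = 0.486 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By tissue its log2 ratio was −0.46 in cortex, −1.01 in SCN and −1.72 in liver. *Alas2*, which red cell precursors express, had a log2 fold change of −1.20 (standard error 0.24, adjusted p = 0.680 in the same test). That of *Nat2* was −0.83 (standard error 0.18, adjusted p = 0.805). *Aldh1a3* was higher in *duper*, with a log2 fold change of 1.43 (standard error 0.34, adjusted p = 0.989). That of *Gapdh* was 0.67 (standard error 0.17, adjusted p = 0.998). DESeq2 with size factors called *Cryl1* and *Gapdh* of these 5 genes, and with transcript length offsets it called *Nat2* alone. The likelihood ratio test called the 5 except *Nat2*. Dataset S1 holds another gene of the same name as *Gapdh*, *LOC121141373*, that fell by 0.74 on the log2 scale. The sequences of the pair were not compared. Summed over both genes, the log2 ratio was −0.04 in cortex, 0.02 in SCN and 0.01 in liver, so the change of *Gapdh* alone is uncertain. Within the sum, the share of *Gapdh* was 39.9% in wild type and 60.9% in *duper* in cortex, 43.3% and 59.3% in SCN, and 43.4% and 76.3% in liver.

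**Figure D3:**
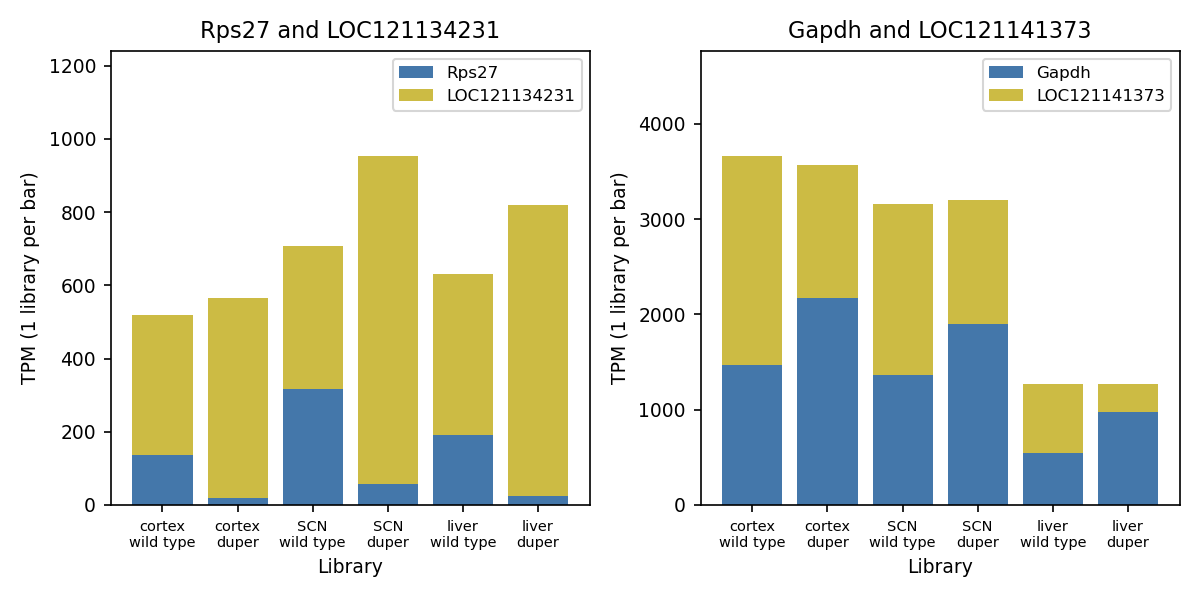
Bars show TPM per library, stacked for *Rps27* and *LOC121134231* (left) and for *Gapdh* and *LOC121141373* (right). Within a tissue the wild-type and *duper* bars of the *Gapdh* pair are of similar height while the share of *Gapdh* is larger in *duper*.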

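*Irf7*, a transcription factor of the interferon response, had 3.04 TPM in the wild-type cortex and 7.03 TPM in the *duper* cortex. It had 5.62 and 14.5 TPM in SCN, and 14.7 and 29.9 TPM in liver. The log2 ratios of *Irf7* were 0.99 in cortex (95% interval 0.39 to 2.11), 1.23 in SCN (0.97 to 1.76) and 0.97 in liver (0.92 to 1.13). Its log2 fold change across the 3 tissues was 1.25 (standard error 0.16, adjusted p = 0.204 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Isg15*, which encodes a ubiquitin-like protein, rose from 2.91 to 17.5 TPM in SCN and from 6.05 to 17.7 TPM in liver. Its estimated counts were low, with 3 in wild type and 18 in *duper* in cortex, 21 and 30 in SCN, and 119 and 431 in liver. The log2 fold change of *Isg15* was 2.05 (standard error 0.36, adjusted p = 0.486 in the same test). DESeq2, with size factors or with length offsets, and the likelihood ratio test called both genes.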

Further experiments with time-series tissue collections and more technical replicates would be helpful to elaborate transcriptomic changes of *duper*, a CRY1-null hamster model.

## Discussion

We identified the underlying mutation of *duper* as a frameshift deletion in exon 4 of *Cry1* that generates a premature stop codon, resulting in the absence of CRY1 protein. *Cry1* plays a prominent role in regulating the period length of locomotor activity in mice. Studies in CRY1-null mice found shortening of τ similar to *duper* (22). A large-scale N-ethyl-N-nitrosourea mutagenesis screen in mice identified a mutant termed *part-time* with a short period circadian locomotor activity phenotype. This mutation was mapped and found to be a nonsense mutation at the 3′-exonic region of exon 2 in *Cry1* (23). In humans, the c.1657 + 3A > C allele results in skipping of exon 11 in *CRY1* (CRY1 Δ11) and segregates with delayed sleep-wake phase disorder. In contrast to the loss-of-function CRY1-null, CRY1 Δ11 represents a gain-of-function mutation. Exon 11 plays an important role in the interaction between the CRY1 tail and its photolyase homology region. CRY1 Δ11 results in enhanced interactions with CLOCK:BMAL1 proteins and increased inhibition of transcription for the CLOCK:BMAL1 targeted genes (24, 25)

Other than shortening τ, we also observed a dramatic shortening of the latency to re-entrain upon 8 h or 12 h shifts of the light:dark (L:D) cycle in *duper* hamsters compared to wild-type. Similar responses are observed in Cry1-null mice upon 6 h shifts of the L:D cycle (26). Additionally, *duper* hamsters show a high amplitude phase response curve, with shifts of up to 12 circadian hours in response to a 15′ light pulse (Fig. 1*C*) (8). Such a marked increase in amplitude of the PRC has not been reported in CRY1-null mice (27).

Notable evolutionary differences exist in light entrainment. *Drosophila* cryptochrome is a flavin adenine dinucleotide (FAD)-dependent circadian photoreceptor, whereas mammalian cryptochromes (CRY1 and CRY2) are integral clock components that repress CLOCK/BMAL1-dependent transcription (28). Interestingly, while cryptochromes play a role in light entrainment in flies, in mammals, it functions as the critical repressive component of the TTFL. Recent studies suggest that the FAD pocket of mammalian CRY2, but not CRY1, retains some function and possibly works in a light-dependent manner (29). A mutation in the CRY2 FAD binding domain, p.A260T, was segregated with familial advanced sleep-wake phase disorder. This mutation promotes FBXL3 binding and therefore increased degradation of CRY2. The humanized p.A260T CRY2 transgenic mice show a subtle shortened period and altered sensitivity to photic entrainment (30). This suggests CRYs play an important role in both the period of the circadian clock and light-induced phase shifting in humans. *duper* may provide a unique model for light entrainment studies.

*duper* was segregated from a spontaneous mutation that arose on the homozygous *tau* hamster background. Interestingly, the combination of *duper* and *tau* mutations in hamsters (termed “super *duper*”) showed significant shortening of τ to ∼18 h, which is the shortest circadian period of locomotor activity so far recorded in mammals (9). The interaction between mutations affecting PER and CRY was described in studies of mice carrying both the *tau* and *afterhours* mutations. *tau* mutations lead to gain of function CKIε that hyperphosphorylates PER proteins and destabilizes them, leading to a shortened repressive phase. *Afterhours* is caused by a mutation in FBXL3 that stabilizes CRY proteins and lengthens the period. The circadian effects of Fbxl3*^Afh^* and CKIε*^tau^* were independent and additive (31). This contrasts with the phenotype of the super *duper* hamsters, in which the combination of the CKIε gain-of-function with the effective loss of CRY1 results in an epistatic interaction: the shortening of period in *duper* (~6 h) is more than additive of CKIε (~4 h) and CRY1-null (~1 h). We hypothesize that super *duper* hamsters have hyperphosphorylated PER2 that accelerates nuclear entry of PER:CRY2 complexes to initiate the early repressive phase. In the absence of CRY1, the late repressive phase may be truncated or abbreviated in *duper* animals. Since CRY proteins prevent ubiquitylation of PER2 (32), PER may be further destabilized in the super *duper* hamsters. Further exploration of the mechanism by which *tau* and *duper* mutations interact, not only to shorten period but also to amplify phase resetting, will provide further insights into interactions of components of the TTFL.

Beyond its importance as a repressor of the TTFL in circadian clocks, CRY1 has been found to regulate metabolic oscillations (33, 34) and participate in DNA damage response (35) and cancer (36). Surprisingly, we found no publicly available CRY1-null transcriptomics datasets in any animal models to date. Using our RNA-seq data, we sought to explore the possible functional consequences of CRY1-null and circadian alteration in hamsters at CT15.

RNA expression profiling showed alterations of the RIG-I-like receptor signaling pathway in *duper*, which may link the CRY1-null *duper* animals to the viral sensing response. Both the enriched genes, *Irf7* and *Isg15*, are not rhythmic in any tissues in mice (37), suggesting that the observed changes are not likely due to phase shifts in the animals. 

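A list of 47 interferon-stimulated gene symbols was fixed before the data were examined, of which 41 are in the files and 40 had enough counts. Their median log2 fold change was 0.54 in *duper*, and 36 of the 40 were higher. The rotation test fry of limma gave an adjusted p = 0.0397 for the list, with Benjamini-Hochberg adjustment over 8 lists. The unadjusted p was under 0.05 in fry, in camera with its preset correlation and in camera with an estimated correlation. Without the 5 listed genes that are in Dataset S1, the median of the other 35 was 0.46, 31 were higher, and the unadjusted fry p stayed under 0.05. Leaving out the liver libraries moved the list most, to a median of 0.39, and the unadjusted fry p was then above 0.05. With any 1 tissue left out, camera with an estimated correlation gave a p above 0.05. Within single tissues the median log2 ratio of the listed genes was 0.24 in cortex (37 genes), 0.42 in SCN (39 genes) and 0.36 in liver (40 genes). These medians stood at percentiles 99.4, 100 and 100 of 10000 random lists matched on mean expression. Without the genes of Dataset S1 they were 0.12, 0.34 and 0.34, and the cortex median stood at percentile 86.8. The macrophage genes were also higher in all 3 tissues, with medians of 0.22, 0.34 and 0.63. The 3 tissues of a genotype came from the same 4 hamsters, so they are not independent replicates, and the state of 1 hamster would enter all 3. From the change of *Irf7* and *Isg15*, the paper proposes a possible link between the loss of CRY1 and the sensing of viruses.

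**Figure D4:**
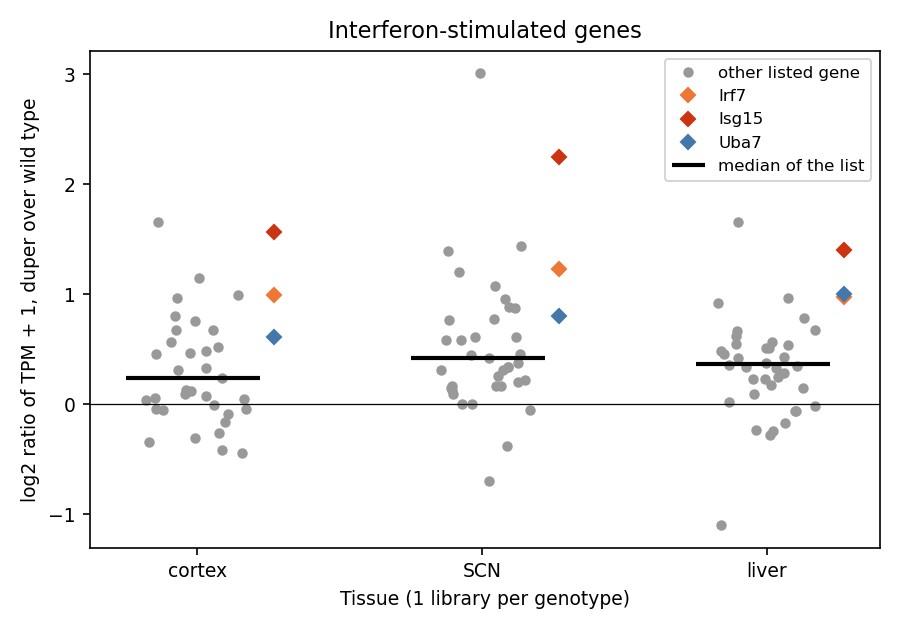
Each point is the log2 ratio of TPM + 1, *duper* over wild type, of 1 listed gene with a mean of at least 1 TPM in that tissue, and the black lines are the medians of the list. The lines lie at 0.24, 0.42 and 0.36, and *Irf7*, *Isg15* and *Uba7* lie above them in each tissue.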

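*Uba7* had 4.33 TPM in the wild-type cortex and 7.13 TPM in the *duper* cortex, a log2 ratio of 0.61 (95% interval 0.21 to 1.25). In SCN it had 4.67 and 8.86 TPM, a log2 ratio of 0.80 (0.56 to 1.27), and in liver 6.52 and 14.1 TPM, a log2 ratio of 1.00. Across the 3 tissues the log2 fold change of *Uba7* was 0.96 (standard error 0.18, adjusted p = 0.619 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The likelihood ratio test called *Uba7*, as did DESeq2 with transcript length offsets.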

*Uba7*, the gene encoding enzyme UBE1L that activates ISG15 protein conjugation (38), was also up-regulated in *duper* animals. We cross-checked changes of these three genes with a published *CRY1* knockdown RNA-seq dataset (GSE144961) (36). Similar to *duper* animals, these three genes are up-regulated in *CRY1* knockdown in human cells, albeit with more subtle changes (*SI Appendix*, Fig. S4). The interplay between the circadian clock and viral infection has been previously reported (39). ARNTL-null mice were found to be more susceptible to viral infections, however, all these studies explored responses to viral infections in arrhythmic animals (40–42). Higher viral replication is observed at ZT0 in comparison to ZT10 (40). This aligns with the rhythmicity of CRY1 protein levels, where CRY1 peaks at ZT0 and reaches a nadir at ZT10. Whether *Cry1* inhibits (directly or indirectly) the RIG-I-like receptor signaling pathway, in particular IRF/ISG transcription, remains to be explored.

A significant decrease in *Nat2* in the SCN and cortex is observed in our transcriptomics data. 

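In the SCN *Nat2* had 4.13 TPM in wild type and 1.59 TPM in *duper*, from 75 and 12 counts, a log2 ratio of −0.98 (95% interval −2.39 to −0.48). In the cortex it had 3.86 and 1.14 TPM, from 18 and 11 counts, a log2 ratio of −1.18 (95% interval −2.98 to −0.59). Among the genes of similar expression these ratios stood at percentile 8.8 in SCN and 5 in cortex. The liver value fell from 65.1 to 28.6 TPM. With 1 library per genotype the decrease in SCN or in cortex had no test of its own. Over SCN and cortex together the log2 fold change of *Nat2* was −0.92 (standard error 0.56). Its adjusted p was 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With a pseudocount of 0.1 the ratio was −1.32 in SCN and −1.67 in cortex, and with TPM rescaled by TMM factors −0.90 and −1.06. With TMM-normalized CPM, which uses no transcript length, it was −0.35 in SCN and −0.76 in cortex. The intervals take the transcript lengths behind TPM as exact, so they are too narrow where these rest on few counts. *Aanat* had at most 3 counts in each library, too few for its ratio to fix a direction.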

Although AANAT is thought to be the rate limiting enzyme for melatonin synthesis in the pineal gland (43), changes in *Nat2* expression may contribute to changes in circadian and seasonal responses in *duper* animals.

Our pilot RNA-seq datasets do not conclusively represent CRY1-null transcriptomics profiles in hamsters. First, we only tested a single time point (CT15). Second, we only tested three tissues without replicates. 

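Within a single tissue, the absolute log2 ratio of *duper* over wild type exceeded 0.58 for 11 of the well-annotated genes of Dataset S1 in cortex, for 14 in SCN and for 14 in liver. It did so in all 3 tissues for 11 of the 15 genes. Each of these ratios compares 2 libraries without a replicate. All 15 had the same sign in the 3 tissues.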

We did stringent analysis and found 15 well-annotated genes altered in all three tissues analyzed (cortex, SCN, and liver), 8 of which are enriched in two specific pathways: RIG-I-like receptor signaling and metabolic pathways. This observation suggests the need for future exploration of *duper*, a CRY1-null model. Increasing temporal resolution and replicates for each tissue will help to better characterize the transcriptomic profiles of the animals.

The utility of Syrian hamsters has declined since the early 2000s, largely due to the lack of genetic and molecular resources available. In the past few years, long-read sequencing has facilitated the effort to build high quality genome assemblies for other mammals (44). In this study, we used long-read sequencing from PacBio and ONT to improve the scaffolding and contiguity of the Syrian hamster genome. Using this assembly and the prior knowledge of the mouse genome, we successfully applied FHM to identify the *duper* locus. In the course of this work, we also sequenced cDNA collected from three hamster ecotypes, including the LVG, Bio14.6, and hamsters descended from a few generations wild caught (*SI Appendix*, Fig. S5) (45). Tools and data generated in this study expand the genetic resources available for Syrian hamsters.

The unique physiological features of the Syrian hamster make it a desirable model to investigate human diseases, including cancer, heart function, metabolism, and infectious diseases (e.g., severe acute respiratory syndrome coronavirus 2) (46, 47). Furthermore, hamsters offer a superior model for study of seasonal and photoperiodic responses (48). Future work to complete and annotate the reference genome for Syrian hamsters will enable its exploitation as a modern genetic model for biomedical research.

## Materials and Methods

### Animal Models.

All Syrian hamsters (*M. auratus*) were born and raised in a 14:10 L:D cycle and allowed ad libitum access to food and water throughout the study. Wild-type hamsters of the Lakeview (LVG) ecotype were obtained from Charles River Laboratories (Wilmington, MA) or bred in our laboratory from that stock. *duper* hamsters used in these studies were derived from the original super *duper* animals crossed to LVG as previously described (7). They descended from animals that were confirmed by restriction digest mapping of their genomic DNA (4, 7) to lack the *tau* mutation and in which τ was ∼23 h. The Bio14.6 hamsters were obtained from BioBreeders (Farmington, MA). All experiments were approved by the IACUC of the University of Massachusetts Amherst (Protocol 2013–0076).

### Light Pulse and Phase Response Curve.

Circadian phenotype was assessed by maintenance in tub cages containing running wheels; locomotor activity rhythms were assessed using Actimetrics software as previously described (8). The phenotype of the parental (F0) Bio14.6 and *duper* hamsters and of their F1 offspring was evaluated by quantification of free running period over the course of at least 10 d in DD and response to 15′ light pulses administered in early to midsubjective night. In order to confirm the phase shifting phenotype of the F2 animals, activity rhythms of 79 hamsters were assessed in DD and phase shifts were quantified after 15′ light pulses at approximately CT15.5 and CT18. To determine whether the *duper* phenotype was transmitted on the Bio14.6 background, we constructed a phase response curve to compare shifts elicited in *dupers* on wild type (LVG) background with the F2 animals. In all cases, the phase shift was determined by linear regression of activity onsets upon establishment of steady state in the 10 d following the light pulse.

### Long-Read Sequencing, De Novo Genome Assembly, and Annotation.

DNA was extracted from whole blood obtained from a female wild-type LVG outbred golden Syrian hamster (*M. auratus*). Genomic DNA libraries were prepared for sequencing on two different long-read platforms, Oxford Nanopore Technologies (GridION; LSK109) and Pacific Biosciences (Sequel System; SMRTbell Express Template Prep Kit 2.0). Prior to sequencing, the Oxford Nanopore library was processed with the Short Read Eliminator XL Kit (Circulomics) following manufacturer’s directions. One single-molecule real-time (SMRT) cell and four MinION flow cells generated the entirety of data used in the assembly of the Syrian Hamster genome. Oxford Nanopore adapters and reads containing evidence of internal adapters were removed with Porechop v0.2.4 (https://github.com/rrwick/Porechop). The remaining reads were then filtered with Filtlong v0.2.0 (https://github.com/rrwick/Filtlong), requiring a minimum read QV of 9 and length of 5 Kb. Flye v2.7 (49) was used to generate a de novo assembly of the filtered nanopore reads requiring a minimum of 8 Kb overlap among reads. Error correction was performed independently with gcpp v2.0.2 (https://github.com/PacificBiosciences/gcpp) using pbmm2 v1.1.0 alignments (https://github.com/PacificBiosciences/pbmm2) of Pacific Biosciences subread data to the draft assembly. The resulting assembly of error-corrected contigs was assessed for completeness using lineage-specific single-copy orthologs (mammalia_odb10) with BUSCO v4.0.6 (19). Liftoff v1.6.1 (50) was used to annotate the draft assembly with BCM_Maur_2.0 (GCF_017639785.1) serving as the reference annotation source. All portions of the workflow were performed by the University of Wisconsin–Madison Biotechnology Center.

### Whole-Genome Sequencing, Genome Alignment, and Variants Calling.

Genome DNA was prepared from F0 male (Bio14.6), F0 female *duper* (Lakeview) hamster and a pool of phenotypically identified F2 *duper* offspring (*n* = 45). Libraries from these three samples were pooled and split equally into three lanes of the flow cells. Whole-genome sequencing was run with 2 × 150 bp sequencing on the Illumina 4000 platform. Sequenced data were aligned to the newly assembled Syrian hamster genome assembly mentioned above, using Burrows-Wheeler Aligner (51) (v0.7.17) with the “bwa mem” command. BAMs from the same samples were merged using samtools (52) (v1.9.0) merge. Duplicate reads were removed and base quality were recalibrated as suggested in the best-practice using GATK (20) (v4.1.2). HaplotypeCaller (53) from GATK were used to call variants in each sample for each individual contig separately. All SNPs/INDELs from the same samples were merged to a vcf file using MergeVcf and filtered with parameter suggested by the best practice guidance of GATK.

### Fast Homozygosity Mapping and Variants Filtration.

We modified the fast homozygosity mapping strategy as described in Voz et al. (12). We scanned through all SNPs from F2 *duper* pools with coverage ≥5 (*n* = 1,232,905) and calculated the average homozygosity score in a rolling 100 SNPs window, using scoring criteria listed below.

I. For all homozygous SNPs from the *duper* pools, skipped if it is a homozygous SNP in both the parental samples. Assigned a score of 1 for unique homozygous SNP in the Lakeview sample, a score of 0 for unique homozygous SNP in the Bio14.6 sample, and a score of 0.5 otherwise.
II. For all heterozygous SNPs from the *duper* pools, we assigned a score of 0.8 for unique homozygous SNP in the Lakeview sample, a score of 0.2 for unique homozygous SNP in the Bio14.6 sample, and a score of 0.5 otherwise.

Windows with homozygosity scores ≥0.9, ≤0.1 were merged to indicate strong linkage to Lakeview or Bio14.6 alleles, respectively.

We restricted the search for candidate mutations in the LVG linked region. SNPs predicted to cause a HIGH or MODERATE putative impact estimated by SnpEff (21) were being screened manually using Integrative Genomics Viewer (54) to exclude potential false-positive variants. Given that this was a drafted assembly, some transcripts, especially those with lower complexity or higher repetitive regions, were mapped with lower confidence. We filtered variant(s) with more than 1 variant found within 50 bp up- or downstream, and variants found in exonic regions with no complete reading frames (e.g., multiple stop codons found in all possible reading frames).

### Sanger Sequencing Validation.

To confirm the candidate mutations in *Cry1*, cDNA was prepared from total RNA extracted from cortex and hypothalamus of wild-type and *duper* hamsters. We prepared cDNA with 500 ng of RNA input using the High Capacity RT kit (Applied Biosystems) manufacturer’s protocol. cDNA was diluted 1:10, and 2 μL were used as template per reaction for the Phusion High-Fidelity DNA Polymerase (NEB) PCR amplification following the manufacturer’s protocol with an annealing temperature of 60 °C. The forward (GAGATGCCAGCAGAGACCA) and reverse (GGCTCGCAAGCAGGGAAT) primers produce a predicted amplicon of 253 bp, which was confirmed by gel electrophoresis. Sanger sequencing was performed at the DNACore (Cincinnati Children’s Hospital) following an enzymatic digest with ExoSAP-IT (Applied Biosystems). Two individual reactions were sequenced with both forward and reverse primers. Sequencher (GeneCodes) was used for sequence alignment and analysis.

### Immunocytochemistry.

Adult male *duper* and wild-type hamsters (*n* = 3) were anesthetized with pentobarbital (80 mg/kg) and transcardially perfused with cold phosphate-buffered saline (100 mL) and 4% paraformaldehyde (300 mL) at ZT12. Brains were postfixed overnight, infiltrated with 20% sucrose in phosphate buffer, and frozen sectioned at 40 um. Sections were denatured in sodium citrate for 30 min at 92 °C. After buffer rinses and blocking in normal serum, sections were incubated with an antibody directed at the N-terminal of CRY1 (Novus; NBP1-69080; 1:100) overnight followed by a 3-h incubation in Cy3-conjugated donkey anti-rabbit (1:350). Before mounting, sections were incubated in Neurotrace FluroNissl 500/525 for 30 min (ThermoFisher, N21480, 1:300). Immunostaining was assessed using a Zeiss 700 confocal microscope as previously described (55).

### Western Blotting.

Liver tissue (30 mg) was processed in RIPA buffer with protease and phosphatase inhibitors (SIGMAFAST Protease Inhibitor Mixture Tablets, EMD Millipore Phosphatase Inhibitor Mixture Set 1 and 2). A dounce homogenizer was used to homogenize the tissues in the RIPA buffer. Homogenized lysates were centrifuged at 15,000 × *g* for 20 min and the clear phase supernatant was collected as the whole cell lysate. We performed a BCA (bicinchoninic acid) assay (Sigma) to determine protein concentrations in the lysates. We mixed the lysates with NuPAGE LDS Sample Buffer (Thermo Fisher) and boiled them at 95 °C for 10 min. SDS-PAGE was used to separate the proteins based on their molecular weight. We used the Trans-Turbo Transfer System (Bio-Rad) to transfer the proteins from SDS-PAGE to the PVDF membrane. After blocking the membranes with 5% bovine serum albumin, we used CRY1-N-terminal binding antibody provided by the Lamia Lab to detect CRY1. PER1 (ab136451), PER3 (ab177482), and CRY2 (ab93802) antibodies were purchased from Abcam. The ChemiDoc MP (Bio-Rad) is used to detect chemiluminescence signals from the blots and ImageLab analysis software (Bio-Rad) was used to determine the band intensities. Stain-Free Imaging Technology by Bio-Rad is used for normalization purposes. Briefly, the trihalo compound in the gel generates fluorescence signals by binding to tryptophan residues. Thus, the total protein amount in the membrane is detected and used to normalize bands in each lane. Relative protein expressions were tested for circadian expression differences using CircaCompare (56).

## Supplementary Material

Supplementary File

Supplementary File

## Data Availability

Genome sequencing data have been uploaded to Sequence Read Archive (accession no. PRJNA754138). Transcriptomics data have been uploaded to Gene Expression Omnibus (accession no. GSE184205). Syrian hamster genome is associated with BioSample (accession no. SAMN26084744). Analysis code for the fast homozygosity mapping is available at GitHub, https://github.com/yyenglee/FHM-duper.

# Supplementary material for: duper is a null mutation of Cryptochrome 1 in Syrian hamsters
**Source:** Proc Natl Acad Sci U S A. 2022 Apr 26;119(18):e2123560119. doi: 10.1073/pnas.2123560119
**Supplement:** Supplementary File

## **Supplementary Information for**

*duper* is a null mutation of Cryptochrome 1 in Syrian hamsters

Yin Yeng Lee<sup>1</sup>, Sibel Cal-Kayitmazbatir<sup>1</sup>, Lauren J. Francey, Michael Seifu Bahiru, Katharina E. Hayer, Gang Wu, Molly J. Zeller, Robyn Roberts, James Speers, Justin Koshalek, Mark E. Berres, Eric L. Bittman, John B. Hogenesch\*

<sup>1</sup>These authors contribute equally.

### **This PDF file includes:**

Supplementary method  
Figures S1 to S5  
Table S1  
Legend for Dataset S1

### **Other supplementary materials for this manuscript include the following:**

Dataset S1

## Supplementary method

**RNA sequencing and differential gene expression analysis.** RNA was extracted from liver, cortex and SCN from 4 *duper* (4 female) and 4 wildtype (2 male, 2 female) hamsters collected at CT15 (TRIzol Invitrogen). RNA from cortex and SCN from the same genotypes was pooled together before library constructions. 1 µg of total RNA was used for library preparation with the TruSeq Stranded mRNA Sample Preparation Kit (Illumina). Libraries from twelve samples (2 cortex, 2 SCN and 8 livers) were pooled and each library was subjected to 2×100bp sequencing in two lanes on a HiSeq 2000 sequencer (Illumina). Sequencing reads were aligned to the hamster reference genome (MesAur2.0) using Kallisto(1). Estimated counts for transcripts from the same genes were added up using the tx2gene function integrated in tximport. DESeq2(2) was used to call the differentially expressed genes between *duper* and wildtype, adjusted for tissue-specific differences. 

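DESeq2's Wald test with size factors, in a model with tissue and genotype, called 41 genes of the 20626 with an adjusted p, 26 higher and 15 lower in *duper*. Of the 41 genes, 26 are in Dataset S1. With the average transcript length of each gene as an offset, it called 36 of 21127 genes, 22 higher and 14 lower, and 24 of these are in Dataset S1. With the same offsets and at least 10 counts in every library, a setting chosen after seeing the data, 31 of 13593 genes were called and 30 are in Dataset S1.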

Pathway enrichment analysis was done through DAVID web tools(3).

**Differential expression analysis for RNA-seq data GSE144961.** Read counts for dataset GSE144961 were downloaded from GEO. DESeq2(2) was used to call the differentially expressed genes between control(shCon) and CRY1 knockdown(shCRY1) cells.

**RNA sequencing and variants calling.** RNA sequencing data were processed as suggested by the best-practice workflows using GATK. Reads from RNA sequencing data were aligned to the newly assembled Syrian hamster genome assembly mentioned above, using STAR aligner v2.7.4 (4) two-pass mode. Duplicate reads were removed and SplitNCigarReads were run to split reads with Ns in Cigar string. HaplotypeCaller from GATK v4.1.2 were used to call variants in each sample. We filtered variants with the same parameters “QD<2.0, FS>30.0” and adjusted minimum coverage (DP) based on sequencing depth of each sample.

## SI References

1. Nicolas L Bray, Harold Pimentel, Páll Melsted and Lior Pachter, Near-optimal probabilistic RNA-seq quantification, *Nat. Biotechnol* **34**, 525–527 (2016)
2. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
3. D. W. Huang, B. T. Sherman, R. A. Lempicki, Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc.* **4**, 44–57 (2009).
4. A. Dobin, et al., STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).

61

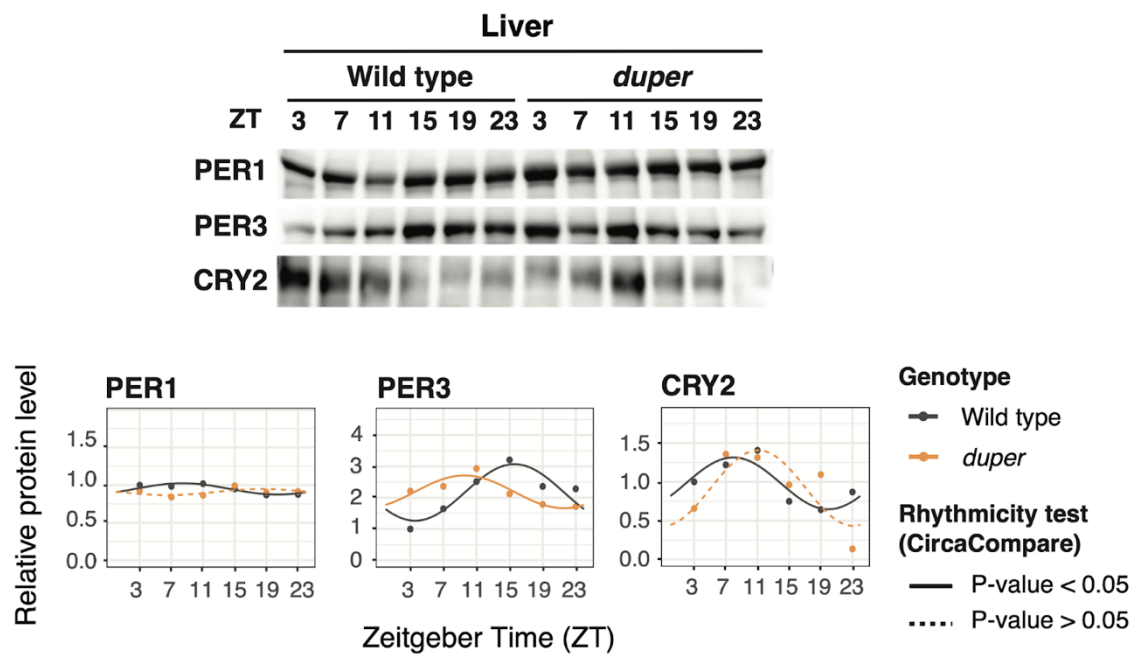

62

63

64

65 **Fig. S1. Protein oscillation profiles of clock genes from the liver.** Wild type and *duper* mutant  
66 tissue was collected at indicated times. Western blotting was performed on protein extracted from  
67 whole cell lysates with indicated antibodies. Normalized protein levels are shown in the plot.  
68 Significance of the rhythmicity test was performed using CircaCompare (Table S1), and  
69 represented with solid line ( $p < 0.05$ ) and dotted line ( $p > 0.05$ ). Wild types are colored in dark grey  
70 and *duper* are colored in orange.

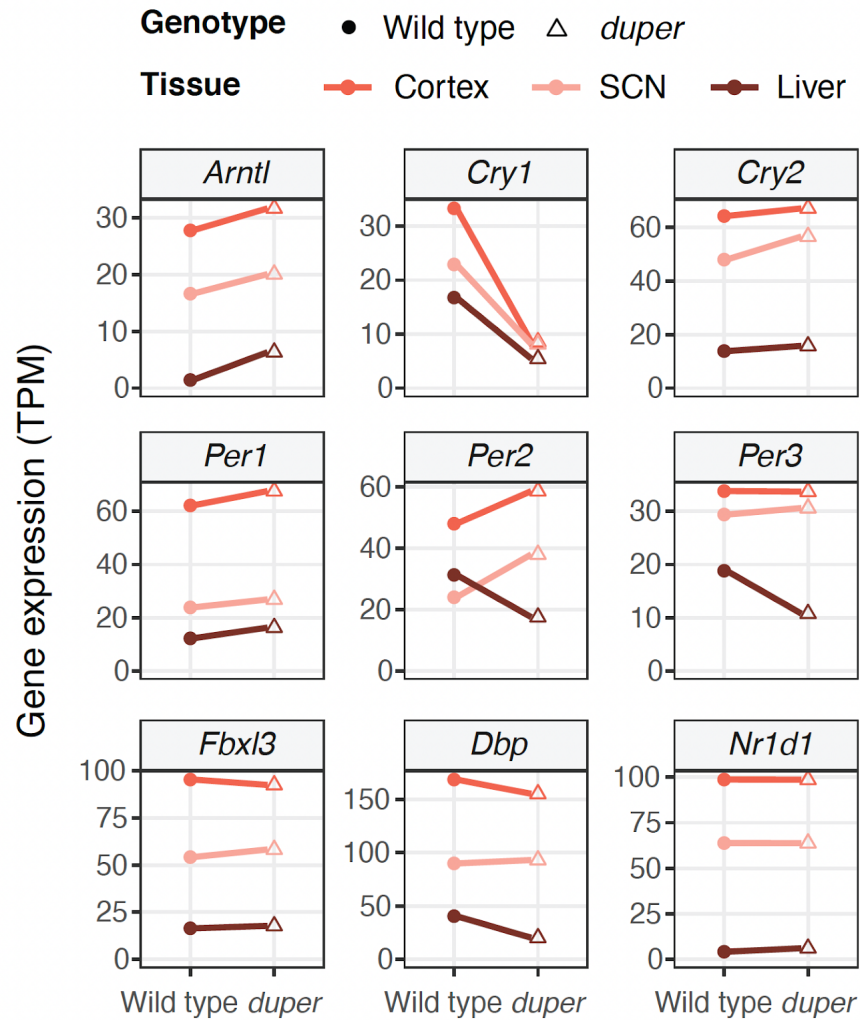

**Fig. S2. Gene expression profiles of clock and clock related genes between wild type (LVG) and *duper* hamster at CT15 in cortex, SCN and liver.** Wild types are represented in circles and *duper* are represented in triangles. The gradient of the segments indicate changes of gene expression (TPM) between the two genotypes.

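As a list, the 9 genes of Fig. S2 had a median log2 fold change of 0.10 across the tissues, 6 of them higher, with an unadjusted fry p above 0.05. They moved both ways, and in absolute size their median log2 ratio was 0.75 in liver, at percentile 99.98 of random lists, against 0.12 in cortex and 0.16 in SCN. The 9 include the mutated *Cry1*. The wider clock list, fixed before the data were examined, had 0.20 in liver over 20 genes, at percentile 49.4, so the liver value depends on the list. *Arntl* rose from 1.43 to 6.33 TPM in liver, with log2 ratios of 0.18 in cortex and 0.26 in SCN. *Dbp* fell from 40.5 to 20.2 TPM in liver, with log2 ratios of −0.12 in cortex and 0.05 in SCN. These values come from 1 library per genotype and tissue.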

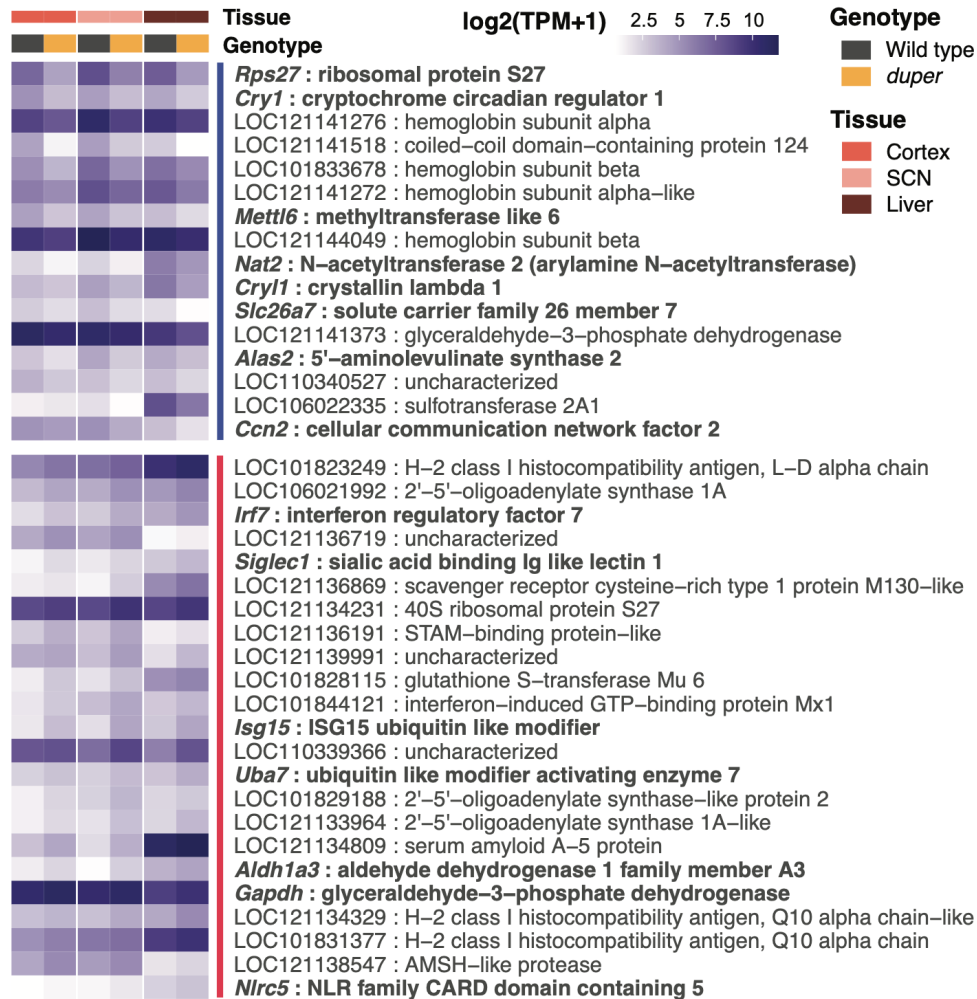

**Fig. S3. Differentially expressed genes in *duper* in comparison to wild type (LVG) Syrian hamsters at CT15.** Expression levels, log2(TPM+1), for genes that were differentially expressed (BH.Q <0.05 and log2 fold-change >0.58) between *duper* and wild type Syrian hamsters in cortex, SCN and liver are shown in the heatmap. Genes that were down- and up-regulated in *duper* are clustered in blue(top) and red(bottom), respectively. Genes in each cluster are ordered from top to bottom by their BH.Q value from DESeq2.

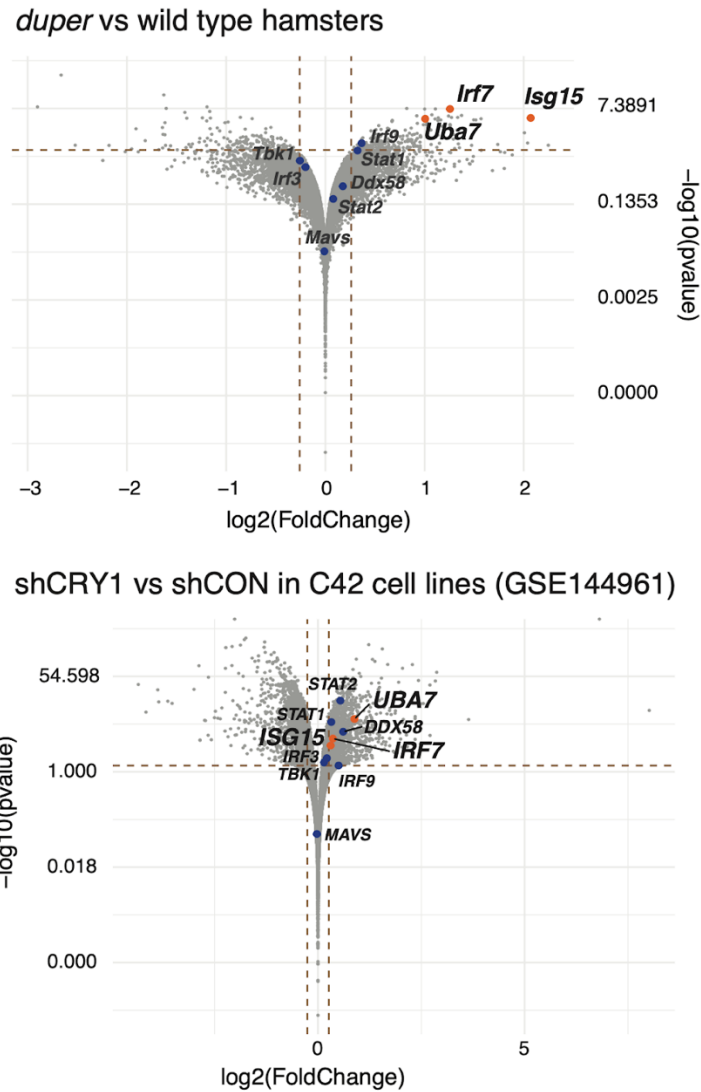

**Fig. S4. Volcano plot of differential expressed genes(DEGs) from RNA-seq data.** DEGs from *duper* vs wild type in hamsters (top) and *Cry1* shRNA (sh*Cry1*) knockdown vs control with shRNA (shCON) in C42 cell lines (bottom) are shown in the volcano plot. The 3 genes annotated to RIG-I-like receptor signaling pathway (*Isg15*, *Irf7* and *Uba7*) are labeled in orange and labeled with larger fonts. Other genes involved in the ISG15 conjugation pathway are labeled in blue and labeled with smaller fonts. Horizontal lines indicate p-value of 0.05; vertical lines indicate fold-change of 1.2.

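In the hamster libraries *Irf9*, *Stat2*, *Ddx58*, *Tbk1*, *Irf3* and *Mavs* were tested across the 3 tissues. The log2 fold change of *Irf9* was 0.36 (standard error 0.11) and that of *Tbk1* −0.26 (standard error 0.12). The other four lay between −0.21 for *Irf3* and 0.08 for *Ddx58*, which changed sign when liver was left out. None of them was called, with an adjusted p of 0.998 for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Irf9* had an unadjusted p under 0.05 in this test. As a list, 10 genes of Fig. S4, with *Irf7*, *Isg15* and *Uba7* among them, had a median log2 fold change of 0.18. Of these 10, 7 were higher. The unadjusted p was 0.0206 in fry and 0.116 in camera with an estimated correlation. The list is not independent evidence, since *Irf7*, *Isg15* and *Uba7* are in Dataset S1.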

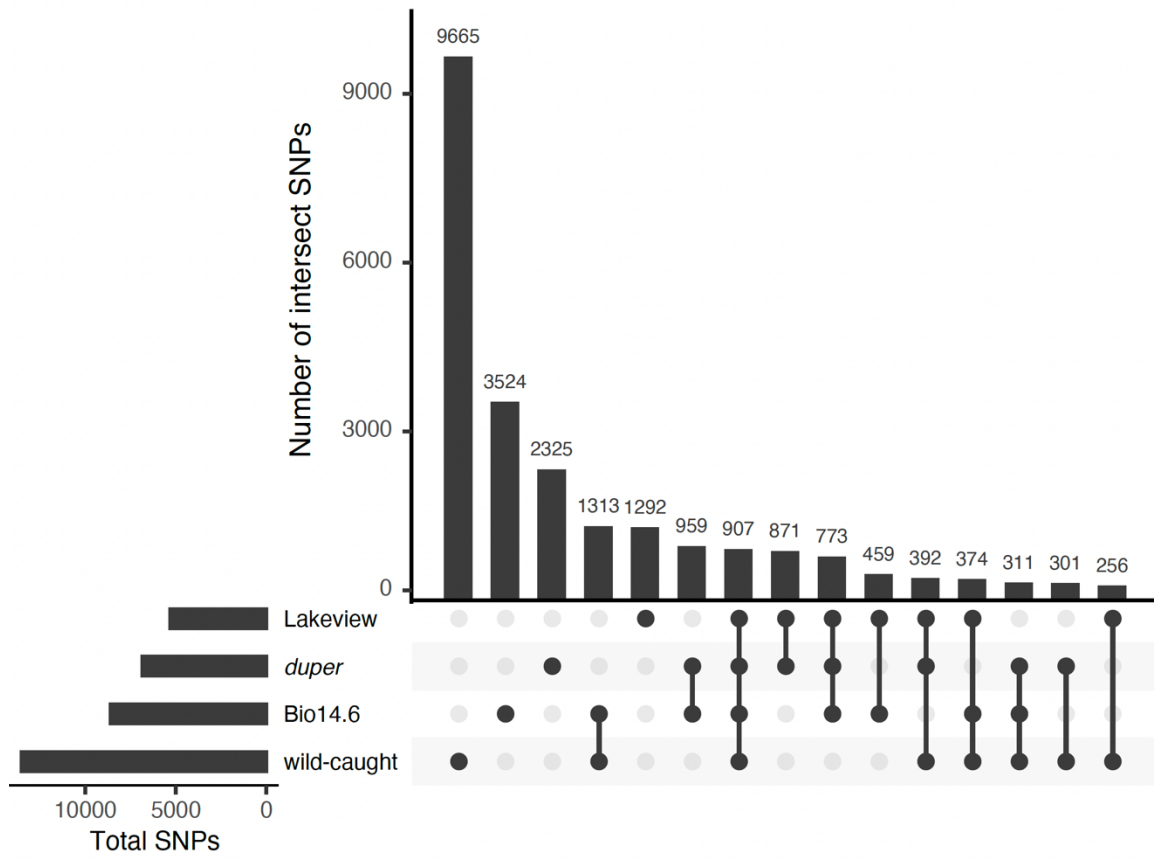

**Fig. S5. SNPs map of Syrian hamsters at the coding regions.** The UpSetR plots show number of intersect SNPs between Lakeview (wild type Syrian hamster obtained from Charles River Laboratories), *duper* (Syrian hamster from Lakeview ecotype but independently bred since the identification of *tau* mutations in 1988), Bio14.6 (wild type Syrian hamster obtained from Biobreeders), and wild-caught (descendants of wild-caught Syrian hamsters described in Weinert et al. 2001).

**Table S1.** Summary of rhythmicity test and comparison between *duper* and wild-type using CircaCompare.

|                          | <b>CRY2</b> | <b>PER1</b> | <b>PER3</b> |
|--------------------------|-------------|-------------|-------------|
| WT.rhythmicity.pvalue    | 0.041       | 0.030       | 0.026       |
| Duper.rhythmicity.pvalue | 0.113*      | 0.231*      | 0.028       |
| WT.mesor                 | 0.981       | 0.950       | 2.169       |
| Duper.mesor              | 0.946       | 0.908       | 2.210       |
| mesor.diff.est           | -0.035      | -0.042      | 0.042       |
| mesor.diff.pvalue        | 0.839       | 0.148       | 0.826       |
| WT.amp                   | 0.333       | 0.075       | 0.904       |
| Duper.amp                | 0.459       | 0.046       | 0.526       |
| amp.diff.est             | 0.126       | -0.029      | -0.378      |
| amp.diff.pvalue          | 0.604       | 0.452       | 0.192       |
| WT.peak                  | 7.951       | 8.389       | 15.591      |
| Duper.peak               | 11.926      | 19.343      | 10.328      |
| phase.diff               | 3.976       | 10.954      | -5.263      |
| phase.diff.pvalue        | 0.140       | 0.004       | 0.013       |
| shared.phase.est         | 24          | 24          | 24          |

\* Time-series protein abundances do not pass the rhythmicity test (p-value > 0.05)

111 **Dataset S1 (separate file).** Differentially expressed genes in *duper* in comparison to wild type  
112 (LVG) Syrian hamsters at CT15.  

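Dataset S1 lists 39 genes with their TPM per tissue and genotype and the authors' DESeq2 log2 fold changes. The TPM values in Dataset S1 equal those in the deposited matrix, with a largest relative difference of 4.53e-06. The log2 fold changes from edgeR had the sign of the paper's for all 39 genes, and for 38 they differed from the paper's by no more than the larger standard error.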

113  
114

How the deposited data were processed for this re-analysis (not part of the article)

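RNA of cortex, SCN and liver was measured by RNA-seq in *duper* and wild-type Syrian hamsters at CT15, with 1 deposited library per genotype and tissue, 6 in all. Each cortex and SCN library held mixed RNA of 4 hamsters, and each liver set held the merged reads of 4 libraries. The *duper* hamsters were 4 females, and the wild-type hamsters were 2 females and 2 males, so sex and genotype are partly confounded.

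The authors quantified transcripts with Kallisto, whose version the paper's text does not name, and added them up per gene with tximport. They deposited estimated counts per gene, not normalized, and TPM per gene. For each library they also deposited a table of 67818 transcripts with estimated counts, TPM, length and effective length. The deposited gene values equal the sums of the transcript values for 99.99% of values. Transcript lengths from the authors' tables were used only for length offsets and for matching on gene length. Of the 31593 genes, 31590 were matched by symbol to the annotation of BCM_Maur_2.0 and a further 2 by identical counts. That annotation was used only for names and for which genes neighbour each other. The deposited labels and column names gave the genotype and tissue of each library.

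The total of the deposited estimated counts ranged from 6788947 to 85748562 per library. The 10 most abundant genes took 22.8% of the counts in the wild-type liver and 24.9% in the *duper* liver, and 2.91% to 3.71% in cortex and SCN. TMM factors ranged from 0.539 to 1.41.

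Rounded estimated counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr by genotype, quasi-likelihood F test at default settings) in a model with tissue and genotype. The common dispersion was 0.0340 and the median prior degrees of freedom 4.63. A standard error is the absolute log2 fold change divided by the square root of the F statistic. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.58. The paper's own tool was DESeq2, adjusted for tissue, and DESeq2 1.42.0 was an alternative here. Gene lists were tested with fry and camera of limma 3.58.1 on log2 CPM. The paper's text does not name a filter on low counts.

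Within a tissue there is no replicate, so no test was made. The log2 ratio of TPM plus 1 was given with its percentile among the 500 genes nearest in mean expression, and a list's median with its percentile among 10000 random lists matched on expression. Genes with a mean of at least 1 TPM entered these lists. Intervals of 95% (Clopper-Pearson, scipy 1.17.1) treat the estimated counts as counts, cover counting error only, and refer to the ratio without a pseudocount. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used for these steps and matplotlib 3.10.9 for plots.

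The steps were tested on simulated data. Counts were drawn for 18275 genes at the means and library sizes of these libraries. Each gene had the dispersion of the fitted trend, without a spread between genes of similar expression. Among genes with higher counts, 200 were changed by the same factor in every tissue. The edgeR test found 97 of 100 genes changed 4-fold and 75 of 100 genes changed 2-fold, and called 8 unchanged genes. The likelihood ratio test found 98 and 75 with 10 unchanged genes called, and DESeq2 found 94 and 69 with 4. These shares do not give the power in the real libraries, where the quasi-likelihood test called 1 gene and the likelihood ratio test 91. In the simulated data fry gave a p under 0.05 for a raised list and not for an unchanged one. The counting interval covered the true value in 96.25% of 2000 simulated genes.

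Alternatives set before the data were examined were DESeq2 with size factors or with average transcript length offsets, library size in place of TMM, no filter beyond 1 count in total, at least 10 counts in every library, no fold change threshold, robust estimation, the likelihood ratio test, no tissue term, limma on log2(TPM + 1) or log2(TPM + 0.1), and leaving out each tissue. For values within a tissue they were a pseudocount of 0.1, TMM-normalized CPM, and TPM rescaled by TMM factors. A pair of alternatives was added after seeing the data, DESeq2 with length offsets and at least 10 counts in every library, and counts thinned to 6788827 per library.

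The genes named are every gene the paper names for these libraries (those of Fig. S2, Dataset S1 and Fig. S4, and *Aanat*), the gene lists fixed beforehand, and the 5 largest rises and falls among called genes with the same direction in all tissues. Genes outside this rule are named as chosen after their values were seen. The lists were clock genes, interferon-stimulated genes, macrophage, acute-phase, choroid plexus and ependyma, erythroid, oligodendrocyte, SCN, neighbouring hypothalamus and pituitary, and sex-biased liver genes, Y-linked genes and *Xist*.

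The western blots, immunocytochemistry, genome sequencing and variant calls of the paper were not analysed here. Pathway enrichment with DAVID and the comparison with the *CRY1* knockdown dataset were also not analysed here, since neither is part of these files.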

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

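The tests of macrophage genes and of the sexes of the pools were chosen before the data were examined, and the tests of scaling, of dissection and of swapped labels only after the results were seen. Of 19 pairs of a gene list and a tissue, 7 had a median below percentile 0.5 or above percentile 99.5 of random lists. Chance gives 0.19 only if the genes of a list vary independently. Their estimated correlation ran from −0.083 for choroid plexus and ependyma to 0.50 for the acute-phase genes. For lists whose genes move together 0.19 is thus too low a reference. Each compares 2 libraries, so it describes these libraries.

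*Per2* moved in opposite directions in brain and liver. Of 68 genes examined, it was the only one whose counting intervals lay on 1 side of 0 in both cortex and SCN and on the other side in liver. Its log2 ratio was 0.28 in cortex (47.9 TPM in wild type and 58.6 in *duper*), 0.64 in SCN (24.0 and 37.9 TPM) and −0.80 in liver (31.3 and 17.5 TPM). The difference between the tissues was not tested, and no tissue has a replicate of its own. A few abundant genes take a large part of the liver counts, but after TMM scaling *Per2* in liver still stood at −0.65, which argues against that scaling effect as the whole cause. A liver clock at another phase in *duper*, or the sexes of the pools, may remain as explanations and were not tested.

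The acute-phase genes were higher in the *duper* liver, with a median log2 ratio of 1.18 over 7 genes, all 7 higher. *Orm1* rose from 618 to 1595 TPM and *Fga* from 1571 to 3468 TPM. In cortex the median was −0.72 and in SCN 0.34 over 6 genes each. After TMM scaling the liver median was 1.36, which argues against a few abundant genes as the cause. Inflammation in some of the 4 *duper* hamsters whose liver reads were merged may remain as an explanation and cannot be examined in merged reads.

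Sex-biased liver genes also differed in liver, with a median log2 ratio of 1.08 over 6 genes, 4 of them higher. *A1bg* rose from 1277 to 4516 TPM and *Prlr* from 9.78 to 72.0 TPM. The median absolute log2 ratio was 1.20. The files list 0 of 8 Y-linked symbols and no *Xist*, so the sexes of the pools were not read from named sex-linked genes. Whether the uncharacterized *LOC110339366* is the hamster *Xist* was not determined. Sex and genotype therefore cannot be told apart for these genes.

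Macrophage genes were higher in *duper* in SCN, with a median log2 ratio of 0.34 over 10 genes, and in liver, with 0.63 over 11 genes. In liver 10 of the 11 were higher, and *C1qa* rose from 155 to 279 TPM and *Clec4f* from 50.4 to 95.7 TPM. The smallest median over the tissues was 0.22, in cortex. The interferon-stimulated genes had medians of 0.24, 0.42 and 0.36 in cortex, SCN and liver. The macrophage median was thus similar in cortex, somewhat lower in SCN and higher in liver. More macrophages in the *duper* tissues may account for part of the interferon-stimulated genes. Macrophages respond to interferon too, so the direction of such a link stays open.

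Markers of the tissue around the SCN moved in different directions. Oligodendrocyte genes had a median log2 ratio of 0.38 in cortex, all 4 higher, and of −0.25 in SCN, all 4 lower. Genes of the neighbouring hypothalamus and pituitary had a median of −0.79 in SCN over 4 genes, of which 2 were higher. *Pmch* fell from 58.2 to 11.4 TPM and *Pomc* rose from 6.17 to 17.4 TPM. The SCN genes had a median of −0.30 in SCN. Less SCN and more surrounding tissue in the *duper* dissection would raise the surrounding markers together, which the oligodendrocyte median of −0.25 does not show. With 1 library pair, a difference in dissection and a difference between genotypes cannot be told apart.

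In total 5 genes had at least 10 counts in every library of 1 genotype and under 10% of that level in the other, and none of them is in Dataset S1. They were chosen after their values were seen. *LOC101842397* had 61, 594 and 1002 counts in wild-type cortex, SCN and liver and 0, 0 and 46 in *duper*. *LOC121133374*, *LOC121138417*, *LOC121138806* and *LOC121139381* were found in *duper* instead, with 502, 52, 228 and 427 counts in the *duper* liver and 1, 0, 2 and 8 in the wild-type liver. With the labels swapped within 1 tissue, 0 such genes were found, which argues against chance differences between single libraries. All 5 were called by the likelihood ratio test and by DESeq2, with size factors or with length offsets. In edgeR's quasi-likelihood test their adjusted p-values ran from 0.0600 to 0.619. Whether they reflect variants of the *duper* line against the reference, reads shared with related copies, or a difference in the expression of these genes was not tested.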

How the results depend on the processing

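A pair of alternatives, DESeq2 with length offsets and at least 10 counts in every library and counts thinned to the smallest library, was chosen after seeing the data. The number of genes called across tissues was 1 with edgeR's quasi-likelihood test. It was 41 with DESeq2's size factors, 36 with DESeq2 and length offsets, 48 with no filter beyond 1 count in total, 2 with robust estimation, 91 with the likelihood ratio test and 3 with limma on log2(TPM + 1). It was 0 without the tissue term, where 32 genes had an unadjusted p under 0.05, and 0 with limma on log2(TPM + 0.1), where 667 did. Each of these numbers is below a share of 0.05 of the genes tested. Leaving out 1 tissue at a time gave from 2 to 34 genes, with 2 without cortex, 34 without SCN and 22 without liver. The added alternatives gave 31 and 6 genes. With library size in place of TMM, at least 10 counts in every library or no fold change threshold, it was also 1. The cause was not tested.

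Of the genes of Dataset S1, 1 was called by edgeR's quasi-likelihood test. DESeq2 called 26 with size factors and 24 with length offsets, 13 were called with no filter beyond 1 count in total and 38 by the likelihood ratio test. The fit without the tissue term and limma on log2(TPM + 0.1) called 0, and leaving out 1 tissue gave from 0 to 10, with 0 without cortex, 2 without SCN and 10 without liver. The added alternatives called 30 and 2. The share higher in *duper* was 54 of 91 with the likelihood ratio test, 26 of 41 with DESeq2, and 19 of 48 without a filter. The cause was not tested.

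The log2 fold change of *Cry1* kept its direction in every alternative. It passed the threshold with DESeq2 at −1.68 (size factors) and −1.62 (length offsets), with no filter beyond 1 count in total at −1.70, with the likelihood ratio test at −1.69, and in the added alternatives at −1.64 and −1.67. Leaving out 1 tissue gave from −1.81 to −1.56, past the threshold without SCN and without liver. The cause was not tested.

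The unadjusted fry p of the interferon-stimulated gene list was 0.00496, and from 0.00817 to 0.0938 when 1 tissue was left out, and above 0.05 only without liver, where the median log2 fold change was 0.39. With library size in place of TMM it was 0.00856. No clock gene other than *Cry1* was called in any alternative, and each alternative looks for a change shared by tissues. The number of genes of Dataset S1 with 1 direction in the 3 tissues was also 38 with a pseudocount of 0.1 and under both TMM scalings.

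The log2 ratio of *Per3* in liver was −0.61 with TMM-normalized CPM and −0.64 with TPM rescaled by TMM factors. The mean log2 ratio over tissues of the summed *Rps27* copies was 0.31, and 0.10 with TMM-normalized CPM. That of the summed *Gapdh* copies was −0.00, and 0.064 with TMM-normalized CPM and 0.032 with TPM rescaled by TMM factors. The ratio of *Nat2* in SCN was −0.90 with TPM rescaled by TMM factors. It was −0.35 with TMM-normalized CPM, above its counting interval of −2.39 to −0.48. That interval takes the transcript lengths behind TPM as exact, and CPM does not use them. The cause was not tested.

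For the single genes compared across tissues under the alternatives, 328 comparisons with an alternative kept their direction and side of the threshold, 46 passed it only in the alternative, 3 no longer passed it and 3 reversed their direction. With 1 tissue left out, the log2 fold change of *Per3* was from −0.35 to 0.0047 and that of *Ddx58* from −0.18 to 0.31, and both changed sign without liver. With counts thinned to the smallest library *Ddx58* was at −0.12. The cause was not tested. The 3 that no longer passed it were *Rps27* without the tissue term, with limma on log2(TPM + 0.1) and without cortex. *Isg15* and *LOC121141518* gave no value where at least 10 counts in every library were required.

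No paired analysis was possible because the labels give no replicate numbers and each genotype has 1 library per tissue. Tissue is the block of the model itself. The depth limits the cortex and the *duper* SCN most, where *Isg15*, *Nat2* and *LOC106022335* rest on few counts.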

Differences from the paper's values

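The paper's number of differentially expressed genes is 39, and edgeR's quasi-likelihood test called 1. Of the alternatives set before the data were examined, DESeq2 with size factors (41), DESeq2 with length offsets (36), no filter beyond 1 count in total (48) and leaving out SCN (34) came within 1.5 times the paper's number. Library size in place of TMM, at least 10 counts in every library, no fold change threshold, robust estimation, the likelihood ratio test (91), no tissue term, limma on TPM, and leaving out cortex or liver (22) did not. DESeq2 with length offsets and at least 10 counts in every library, chosen after seeing the values, called 31, also within 1.5 times. A similar number does not mean the same genes. Dataset S1 holds 26 of those called with size factors, 24 with length offsets, 13 with no filter and 2 without SCN. It holds 38 of the 91 of the likelihood ratio test and 30 of the 31.

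For *Nat2* the paper's log2 fold change is −1.24 with a standard error of 0.28, and edgeR gave −0.83. Of the alternatives set before the data were examined, DESeq2 with length offsets (−1.25), no tissue term, limma on log2(TPM + 1) (−1.11), limma on log2(TPM + 0.1) (−1.39) and leaving out liver (−0.92) came within the larger error. DESeq2 with size factors, library size in place of TMM, both other filters, no fold change threshold, robust estimation, the likelihood ratio test, and leaving out cortex or SCN did not. DESeq2 with length offsets and at least 10 counts in every library, chosen after seeing the values, gave −1.25.

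The paper states that *Cry1* was significantly reduced, and here its adjusted p over all genes was 0.131 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 in both forms, no filter beyond 1 count in total, the likelihood ratio test, leaving out SCN or liver, and both alternatives chosen after seeing the values called it.

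The paper lists *Irf7*, *Isg15*, *Uba7*, *Nat2*, *Cryl1*, *Alas2*, *Aldh1a3* and *Gapdh* as differentially expressed, and the edgeR test called none of them, with adjusted p-values from 0.204 for *Irf7* to 0.998 for *Gapdh* by the Benjamini-Hochberg method. DESeq2 with size factors called *Irf7*, *Isg15*, *Cryl1* and *Gapdh*, and with length offsets *Irf7*, *Isg15*, *Uba7* and *Nat2*. The likelihood ratio test called all of these except *Nat2*, and no filter beyond 1 count in total called *Irf7*. DESeq2 with length offsets and at least 10 counts in every library, chosen after seeing the values, called all except *Isg15*. Each of the 39 genes of Dataset S1 was called by the likelihood ratio test or, for *Nat2*, by DESeq2 with length offsets.

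The paper describes *Nat2* as significantly lower in SCN and in cortex, and with 1 library per genotype no test within a tissue was possible here. It describes the 39 genes as changed in the 3 tissues, and here 38 had 1 direction in all 3, with *LOC106022335* at 0.24 in cortex on few counts.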

Other observations

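The tests of summed copies, of blood, and of other splits for the number of genes called were chosen before the data were examined. The value that stands for the test of blood was chosen after the results were seen. The tests of depth, gene length and other splits for the interferon-stimulated genes, of the neighbours of *Cry1* and of *LOC110339366* were chosen only after the results were seen.

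In Dataset S1, *Rps27* and *LOC121134231*, and likewise *Gapdh* and *LOC121141373*, are pairs of 1 product that moved in opposite directions. Other genes there with related names, such as those of hemoglobin, moved together. *Rps27* made up 26.5% of the summed TPM of *Rps27* and *LOC121134231* in the wild-type cortex and 3.55% in the *duper* cortex, 44.9% and 5.99% in SCN, and 30.1% and 3.07% in liver. The log2 ratio of the sum was 0.12 in cortex, 0.43 in SCN and 0.38 in liver, while that of *Rps27* alone was −2.72, −2.45 and −2.87. With the sum at most 0.43 over both pairs and tissues, reads that move between genes of 1 product are a candidate explanation for *Rps27*, *LOC121134231*, *Gapdh* and *LOC121141373*. A variant of the *duper* line that shifts reads between copies, or a true switch between copies, was not tested, and the sequences of the copies were not compared.

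Hemoglobin genes were lower in *duper* in all 3 tissues. In liver they fell by 0.74 to 1.66 on the log2 scale, a difference of 0.92 between genes, where less blood in the *duper* tissues would lower them by 1 common factor. Reads may be shared between the hemoglobin copies and spread their values, so this difference does not decide. The wider erythroid list had medians of −0.07, 0.09 and −0.43 in cortex, SCN and liver. A smaller list of red cell membrane genes had a median of −0.88 in SCN over 3 genes, 1 of them higher. In cortex and liver too few of its genes were expressed. Less blood and lower expression cannot be told apart here.

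For the number of genes called, 5 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes as the split by genotype. Only 4 of the 10 have 1 library of each tissue on each side. In the other six, tissue is a term of the model and only 1 tissue has a library on each side, so they compare the genotypes in that tissue and say nothing about chance. Of the 4, 3 gave as many genes as the split by genotype, which is 1 of them. With the likelihood ratio test only the split by genotype did, and the other three gave 19 to 39 genes. With DESeq2 and length offsets the other three gave 3 to 18 genes. These 4 splits are too few to set the genotype apart.

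Technical explanations were tested for the interferon-stimulated genes. With every library thinned to the smallest one, the median log2 fold change of the list was 0.44 and the unadjusted fry p stayed under 0.05, which argues against depth. The 39 listed genes with a length had a median of 0.55, above all random lists of genes of the same length, which argues against a length bias. A median as large arose in 3 of the 10 splits of the libraries, of which 2 compare only the genotypes in liver. Of the 4 splits with 1 library of each tissue per side, only the split by genotype gave it, and the other three gave medians of 0.13 to 0.20 in absolute size. Macrophage content and the sexes of the pools stay open. So do other differences of the *duper* line, which the paper describes as bred separately and which cannot be told apart from genotype. An effect of CRY1 on interferon-stimulated genes may underlie the rise, and remains a hypothesis found in these libraries.

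*LOC110339366* and *LOC121139991* lie side by side in the annotation of BCM_Maur_2.0, beside *Chic1*. A hypothesis is that they differ because the wild-type pools hold 2 males and the *duper* pools none. A transcript of females alone would then have a log2 ratio near 1 in each tissue if each hamster gave as much RNA. The log2 ratio of *LOC110339366* was 0.25 in cortex, 1.94 in SCN and 2.25 in liver, so it was higher in each tissue but not by 1 factor. *Chic1* stood at 0.28, 0.00 and −0.96. How much RNA each hamster gave is not known and whether *LOC110339366* is the hamster *Xist* was not determined, so sex and genotype cannot be told apart for these genes.

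Linked variation around *Cry1* could change its neighbours with it. The 30 tested genes nearest to *Cry1*, 15 on each side in the annotation of BCM_Maur_2.0, had a median absolute log2 fold change of 0.14. That stood at percentile 56.2 of 16342 windows of as many genes, which argues against such an effect on neighbours as a group.

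Across the 3 tissues, fry gave an adjusted p = 0.219 for the macrophage list, with Benjamini-Hochberg adjustment over 8 lists, a median log2 fold change of 0.37 and 10 of 10 genes higher. For the acute-phase (median 0.17), choroid plexus and ependyma (−0.37), erythroid (−0.08), oligodendrocyte (0.13), SCN (0.15) and sex-biased liver genes (0.45) the adjusted p was 0.765 each. The clock list, not among the 8, had a median of 0.08 and an unadjusted fry p above 0.05. Of the neighbouring hypothalamus and pituitary list 2 genes had enough counts, too few for this test. Choroid plexus and ependymal genes had a median log2 ratio of 0.26 in cortex and −0.18 in SCN, where *Ttr* fell from 165 to 24.1 TPM.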
